# The transcription factor ZEB2 drives formation of age-associated B cells

**DOI:** 10.1126/science.adf8531

**Published:** 2024-01-25

**Authors:** Dai Dai, Shuangshuang Gu, Xiaxia Han, Huihua Ding, Yang Jiang, Xiaoou Zhang, Chao Yao, Soonmin Hong, Jinsong Zhang, Yiwei Shen, Guojun Hou, Bo Qu, Haibo Zhou, Yuting Qin, Yuke He, Jianyang Ma, Zhihua Yin, Zhizhong Ye, Jie Qian, Qian Jiang, Lihua Wu, Qiang Guo, Sheng Chen, Chuanxin Huang, Leah C. Kottyan, Matthew T. Weirauch, Carola G. Vinuesa, Nan Shen

## Abstract

Age-associated B cells (ABCs) accumulate during infection, aging, and autoimmunity, contributing to lupus pathogenesis. Here, we screen for transcription factors driving ABC formation and find ZEB2 is required for human and mouse ABC differentiation in-vitro. ABCs are reduced in *ZEB2* haploinsufficient individuals and in mice lacking *Zeb2* in B cells. In mice with TLR7-driven lupus, ZEB2 is essential for ABC formation and autoimmune pathology. ZEB2 binds to +20kb *Mef2b’s* intronic enhancer, repressing MEF2B-mediated germinal center B cell differentiation and promoting ABC formation. ZEB2 also targets genes important for ABC specification and function including *Itgax*. *Zeb2*-driven ABC differentiation requires JAK–STAT signaling, and treatment with JAK1/3 inhibitor reduces ABC accumulation in autoimmune mice and patients. Thus, ZEB2 emerges as a driver of B cell autoimmunity.

Age-associated B cells (ABCs) are a distinct effector B cell subset found at increased numbers in aged female mice, infection models, and systemic autoimmune diseases (1). ABCs are identified as CD11c^+^CD11b^+^CD21^−^CD23^−^T-bet^+^ in mice (2, 3) and CD11c^+^CD21^−^CD27^−^CXCR5^−^ FCRL5^+^IgD^−^T-bet^+^ in humans (4, 5). In autoimmune settings, these B cells are enriched for autoantibody specificities and are thought to be antigen-experienced. Moreover, there is evidence that ABCs can persist in tissues and rapidly differentiate into antibody-secreting cells (ASCs) upon antigen re-encounter or innate stimulation (1).

The transcription factors (TFs) T-bet, IRF5, and IRF8 are highly expressed in ABCs and have been put forward as functional regulators of ABC differentiation (6–9). However, except for IgG2a/c isotype switching, T-bet is dispensable for ABC accumulation and maintenance of ABC features (9–11), and IRF5 and IRF8 are broadly expressed in other B cell subsets and have been reported to be involved in cell activation, proliferation, differentiation, and function (12–14). To determine the TF(s) essential for ABC formation, we screened all TFs expressed by these cells and identified ZEB2 as the key regulator required for ABC specification and differentiation in mice and humans.

## Screen for TFs directing ABC differentiation

To gain insights into the nature of ABCs, we sorted peripheral B cells from a patient with new-onset SLE (table S1) and performed droplet-based scRNA-seq. Seven distinct clusters were revealed by unsupervised clustering with a two-dimensional uniform manifold approximation and projection (UMAP) (Fig. 1A and fig. S1A and B). These clusters were assigned to known peripheral B cell subsets including transitional B cells, naïve B cells, activated naïve B cells, ABCs, memory B cells, plasmablasts, and plasma cells by comparing differentially expressed genes with established landmark genes (5, 15) (fig. S1A and C). ABCs preferentially expressed genes encoding key surface markers *CD19*, *CD86*, *FCRLA, FCRL3/5, FCGR2B, MS4A1* and *ITGAX,* and they lacked *CD27, CR2, CXCR5,* *FCER2*, and *IGHD* (Fig. 1B and fig. S1C). We found 43 differentially expressed TFs: 27 upregulated and 16 downregulated (Fig. 1C). We sorted murine CD19^+^CD11c^+^CD21^−^ B cells from the bm12 induced lupus mouse model and validated 40 murine homologues of the differentially expressed TFs identified in the human scRNA-seq data (Fig. 1D, and fig. S2A-C). Among these, 13 upregulated (*Tbx21*, *Zeb2*, *Plek*, *Litaf*, *Tfeb*, *Nfatc2*, *Zbtb32*, *Srebf2*, *Jazf1*, *Jun*, *Sox5*, *Tfec*, and *Batf*) and three downregulated TFs (*Ets1, Mbd4,* and *Fli1*) were identically regulated in human and mouse ABCs and were therefore considered potential transcriptional regulators of ABC differentiation.

To identify which of these 16 TFs were driving ABC differentiation, B cells from Cas9 transgenic mice and CD45.1 congenic mice were retrovirally infected with sgRNA plasmids targeting each TF and co-expressing blue fluorescent protein (BFP), and cultured with the ABC differentiation cocktail (7, 16) (fig. S3A). The ratio between live BFP^+^ CD45.1^−^ and BFP^+^ CD45.1^+^ ABCs was determined and genome-editing was validated with a sequence specific for *Itgax* (fig. S3B and C). We identified seven TFs that could significantly (*P*<0.05) alter ABC formation (Fig. 1E and F, and fig. S3D). Except for *Zeb2*, ablation of the other six TFs predominantly influenced cell viability (fig. S3E and F). Two different sgRNAs targeting *Zeb2* in separate Cas9^+^ B cell cultures led to reduced ABC formation (Fig. 1G), excluding an off-target editing effect. To determine whether any of the other six TFs was required for human ABC lineage formation, we transduced Cas9-guide RNA ribonucleoprotein (RNP) complexes by electroporation and cultured edited cells with the ABC differentiation cocktail (4–6). (fig. S4A and B). Ablation of *TBX21*, *ZEB2*, and *SREBF2* dampened ABC differentiation in both human and mouse B cells but *TBX21* and *SREBF2* deficiency also led to altered B cell viability (Fig. 1H, and fig. S4C-E). Gene editing of *ETS1* and *JUN* had opposite effects and *BATF* and *FLI1* did not change human ABCs (*P*<0.05) (Fig. 1H and fig. S4C). Two different guide RNAs targeting *ZEB2* impaired ABC induction (Fig. 1I and J) emerging thus as the most promising putative ABC transcriptional regulator.

## *ZEB2* happloinsufficiency impairs human ABC formation

ZEB2, a member of the zinc-finger E homeobox-binding protein family, is pivotal in early fetal development and cancer progression by driving the epithelial-to-mesenchymal transition (17). Loss-of-function heterozygous gene variants lead to Mowat–Wilson syndrome (MWS), a rare genetic disorder in which *ZEB2* happloinsufficency causes intellectual disability, distinctive facial features, seizures, and a predisposition to Hirschsprung disease (18, 19). Though mouse studies have shown ZEB2's role in immune cell differentiation and function (20), insights into the immunological consequences of reduced ZEB2 function in MWS patients are limited.

We examined peripheral blood mononuclear cells from five unrelated MWS patients (tables S2 and S3) and identified 5 de novo heterozygous germline *ZEB2* variants through whole-exome sequencing (Fig. 2A and B). *ZEB2* deficiency dramatically decreased ABC frequency (Fig. 2C and fig. S5A). Detailed B cell profiling revealed seven prominent B cell clusters (Fig. 2, D and E). In MWS patients, ABC frequency was notably reduced by 71% accompanied by a significant decline in activated naïve B cells and ABC progenitors (5) (Fig. 2F and fig. S5B). Although switched memory B cells were decreased by 46%, DN1 B cells—an alternative trajectory for effector B cells—were increased (fig. S5B) (5). These changes were confirmed using manual gating with specific markers (Fig. 2G and fig. S5, C and D). We further studied ZEB2's regulatory effects on ABC formation by isolating B cells from MWS patients and inducing ABC differentiation in vitro. Corroborating our in vivo findings, in vitro ABC formation was also impaired (Fig. 2, H and I, and fig. S5, E and F). Thus, *ZEB2* loss-of-function variants confirm that ZEB2 is required for human ABC formation.

## ZEB2 determines ABCs pathogenicity in lupus

To further explore ZEB2’s role in ABC formation, we generated mice selectively lacking *Zeb2* in B cells by crossing *Zeb2* floxed mice with *Cd19*-cre mice (fig. S6, A to C). *Zeb2* deficiency in B cells reduced ABC differentiation by over 50% (Fig. 3A). Even mice hemizygous for *Zeb2* in B cells (B-Zeb2^Het^) displayed reduced ABC formation, providing evidence of *Zeb2* haploinsufficiency in mice. Moreover, overexpression of *Zeb2* in splenic B cells promoted ABC formation, indicating that *Zeb2* is sufficient for ABC differentiation in vitro (Fig. 3B).

ABCs are a unique effector B cell subset that arises during immune responses to nuclear acid–related antigens (1), developing separately from the germinal center (GC) pathway (21, 22). To investigate how ZEB2 impacts pathogenic ABCs, we investigated the consequences of *Zeb2* deficiency in B cells using two lupus mouse models (lupus induced by the TLR7 agonist imiquimod (IMQ) and bm12 cell transfer) as well as an acute LCMV infection model. B cell–intrinsic *Zeb2* deficiency significantly impaired ABC formation in all three models (Fig. 3, C and D, and figs. S6, D to F, and S7, A to C). Furthermore, GC B cells increased in B cell–intrinsic Zeb2-deficient mice in the acute bm12-induced and LCMV infection models (fig. S7 D and E) suggesting a competitive relationship between GC B cells and ABCs. *Zeb2* neither directly instructed GC B cell differentiation nor promoted antibody responses to an ABC-irrelevant protein antigens however (fig. S7F and G). Detailed profiling of ABCs in IMQ-induced lupus confirmed that ABCs were phenotypically distinct from CD38^−^GL-7^+^ GC B cells (fig. S8A). A significant proportion of CD19^hi^CD11c^+^IgD^−^ ABCs exhibited CD38^+^GL-7^−^ memory markers, while also displaying a unique hyperactivated state (CD95^+^CD80^+^) in comparison to other memory B cells (Fig. S8A). *Zeb2* deficiency selectively impacted the distribution and hyperactivation of CD11c^+^ memory-like B cells, without affecting the frequency of the CD11c^−^ memory B cell subset (fig. S8B). A subpopulation of ABCs acquired a phenotype (CD38^+^GL-7^+^) consistent with precursors of GC (pre-GC) B cells (fig. S8C), suggesting that like conventional memory B cells, ABCs could contribute to secondary GCs, seeding a chronic GC response. Notably, ABCs reside at the pre-plasma cell stage and can quickly differentiate into plasma cells (1). Such chronic GC responses and terminally differentiated plasma cells were reduced in IMQ-induced B-*Zeb2*^KO^ mice, likely due to reduced replenishment from ABCs (fig. S8 D to E). Thus, rather than broadly promoting all effector B cell responses, ZEB2 selectively drives ABCs and their progeny. Moreover, although these cells develop extrafollicularly, their progeny may participate in GC responses in the context of chronic inflammation.

TLR7-driven lupus is GC-independent and mostly ABC-dominant (21). We therefore examined whether ZEB2 regulated ABC-mediated autoimmunity in lupus induced by IMQ, a TLR7 agonist. *Zeb2* deficiency in B cells significantly ameliorated splenomegaly (Fig. 3E) and decreased serum antinuclear (ANA) and dsDNA autoantibodies (Fig. 3, F and G). ABCs are particularly pathogenic due to secretion of antibodies of the IgG2a/c isotype (1). Compared to non-ABCs, ABCs secreted the highest levels of IgG2c isotype antibodies upon restimulation. By contrast, residual ABC-like cells isolated from B-*Zeb2*^KO^ mice were unable to produce comparable amounts of IgG2c antibodies (Fig. 3H). Similarly, B-*Zeb2*^KO^ mice treated with IMQ produced much lower IgG2c autoantibodies (Fig. 3I). In lupus nephritis (LN), ABCs correlate with tissue damage (21, 23) and are known to produce proinflammatory cytokines and chemokines like CCL5, CXCL10, IFNγ, and IL-6 (8). In IMQ-treated B-*Zeb2*^KO^ mice, kidney-infiltrating ABCs were substantially decreased (Fig. 3J and fig. S8G) as was tissue damage (Fig. 3K). The residual CD11c^+^CD21^−^ B cells from B-*Zeb2*^KO^ mice also produced reduced quantities of CCL5 and CXCL10 ex vivo (Fig. 3L). Thus, ZEB2 is essential for ABC-mediated autoimmunity and the proinflammatory properties of ABCs.

## ZEB2 controls the lineage specification and cellular identity of ABCs

To investigate the consequences of ZEB2 regulation of gene transcription, RNA sequencing was performed on sorted *Zeb2* deficient B cells after in vitro ABC induction. ABC signature genes including *Itgax*, *Itgam*, *Itgb2*, *Nkg7*, *Tbx21*, *Zbtb32* and *Fcer2a/Fcer2* (encoding CD23a/CD23) (4, 5, 8, 24–26) were reversly expressed after *Zeb2* deficiency (Fig. 4, A and B). Gene set enrichment analysis (GSEA) revealed that *Zeb2*-deficient B cells lacked expression of the “ABC upregulated” gene set while it was enriched in the “ABC downregulated” gene set from the public dataset GSE99480 (8) (Fig. 4C and D).

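ATAC-seq uses the Tn5 transposase to insert sequencing adapters into accessible DNA, so that pile-ups of fragments mark open promoters and enhancers. CD11c+T-bet+ B cells were sorted from T-bet reporter mice of the bm12 lupus model, in which transferred CD4+ T cells from bm12 mice drive a graft-versus-host reaction, 2 weeks after the transfer, and gave 3 ATAC-seq libraries. A second sorted population gave another 3 libraries; the sample labels and Fig. 4F write it as CD11c-T-bet- and the methods text as CD11c+T-bet-. B cells of B-Zeb2KO mice and of Cd19-cre controls gave 2 libraries each after 3 days in the ABC-skewing culture. ZEB2 binding was profiled in 1 CUT&Tag library with 1 negative control and in 1 CUT&RUN library. Of these 13 samples, the processed data analyzed here cover the CD11c+T-bet+ B cells, as 1 deposited peak list in which the 3 replicates were merged. Its peaks therefore have no spread between replicates, the reads behind them are not known, and no comparison with the other populations could be made. The paper's text does not say how the replicates were merged. The authors aligned the reads to GRCm38 with Bowtie2, removed PCR duplicates with Sambamba and called peaks with Genrich, which gives each peak a signal, the area above its threshold summed over the peak, and a −log10 p at the summit. Both values are used as deposited and only to describe and rank peaks within this list; a wide peak can reach a high signal through its length. Peaks were assigned to the genes of GENCODE M21 on GRCm38.p6. A promoter peak overlapped the 1 kb on either side of any transcription start site (TSS) of a gene by at least 1 bp. A distal peak had its summit over 3 kb from any TSS and was assigned to the nearest protein-coding TSS. For each of 19 gene lists, the share of genes with a promoter peak was compared with that of all other protein-coding genes by Fisher's exact test, and the mean number of distal peaks with that of random genes by a permutation test of 100000 resamples, with genes drawn from the same decile of the distance between the neighboring TSSs. Both tests were two-sided, and p-values were adjusted over the 19 lists by the Benjamini-Hochberg method. Genes are not independent replicates, so these tests describe this peak list and not a population of mice. Lists share members, such as Zbtb32 and Tbx21 in both ABC lists and Cd19 and Fcrla in the ABC signature and pan-B lists. Their calls are therefore not independent of each other.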

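In CD11c+T-bet+ B cells, genes of the ABC program, of B cell identity and of cytokine, antigen receptor and innate signaling had an open promoter more often than other genes. Of 21938 protein-coding genes, 13160 (60.0%) had a promoter peak. Among the 15 ABC signature genes drawn as higher in ABCs in Fig. 4B, 14 had one (93.3%, 95% Wilson interval 70.2 to 98.8%, Fisher's exact test, adjusted p = 0.0149). The strongest lay at Zbtb32, a zinc-finger repressor (signal 16560), and at Fcrla, an Fc receptor-like protein of B cells (14923), and Fcrlb had none. Those at Nkg7 (297) and Itgam (300) were near the lowest signal of any peak, 200.0. The median signal of the 14 genes was 5060, against 7675 for all genes with a promoter peak, which was not a call (permutation test, adjusted p = 0.126). For 3 of the 14, the strongest peak lay outside the window of the 5'-most TSS. Of the 13 transcription factors that the paper names as higher in ABCs, 12 had a promoter peak (92.3%, interval 66.7 to 98.6%, Fisher's exact test, adjusted p = 0.0352), with the highest signal at Jun, a subunit of AP-1 (37858), and at Tfeb, a regulator of lysosomal genes (25174). Tfec, a relative of Tfeb, had none. For 5 of these 12 factors, the strongest promoter peak lay outside the window of the 5'-most TSS. Its summit was 32.2 kb from that TSS at Tfeb and 4.60 kb at Zbtb32, which is in both ABC lists. The 3 transcription factors named as lower in ABCs, Ets1, Mbd4 and Fli1, were open as well, Fli1 with a signal of 17521 and Mbd4 with 14304, but 3 genes are too few for a call (Fisher's exact test, 100%, adjusted p = 0.332). Genes of other B cell states were open too. All 17 pan-B cell genes had a promoter peak (Fisher's exact test, adjusted p = 0.000855), among them Cd74, the invariant chain of antigen presentation (signal 76558), and Spib, an ETS factor (23537). So did all 12 follicular B cell genes (Fisher's exact test, adjusted p = 0.00590), including the transcription factors Bach2 (28428) and Klf2 (21610). Of 14 germinal center genes, 13 had one (92.9%, Fisher's exact test, adjusted p = 0.0227), with Pou2af1, a coactivator of octamer factors (20547), and Gna13, a G protein that confines germinal center B cells (18730), at the top and none at Gcsam. Of 12 plasma cell genes, 10 had one, a share that did not pass the test (83.3%, Fisher's exact test, adjusted p = 0.191). Ell2 (23050) and Derl3 (15706) had the strongest, and Jchain and Tnfrsf17 had none. Among signaling genes, all 31 of the JAK–STAT list had a promoter peak (Fisher's exact test, adjusted p = 3.99e-06), led by Socs1, a feedback inhibitor of JAKs (21607), and Stat6 (21038). The 23 genes of B cell receptor and CD40 signaling were all open (Fisher's exact test, adjusted p = 0.000118), with Traf5 (26726) and Pik3ap1 (22194) first. Of 31 Toll-like receptor and NF-κB genes, 29 were open (93.5%, Fisher's exact test, adjusted p = 0.000261), Irf5 (22016) and Rel (21605) most strongly, and the X-linked receptors Tlr8 and Tlr13 had no promoter peak. Of 20 genes of adhesion and migration, 19 were open (95%, Fisher's exact test, adjusted p = 0.00227), with Itga4, an integrin chain (24161), and the chemokine receptor Cxcr4 (19696) at the top and none at Itgad. The share did not pass the test for 24 phagocytosis genes, of which 19 were open (79.2%, Fisher's exact test, adjusted p = 0.0973, with Lyn 17125, Dock2 16960, none at Fcer1g and Fcgr4), or for 12 cytokines and chemokines, of which 10 were open (83.3%, Fisher's exact test, adjusted p = 0.191, with Il10 25024, Ltb 10354, none at Ccl5 and Cxcl9). As controls, all 20 housekeeping genes were open (Fisher's exact test, adjusted p = 0.000261, with Ywhaz 27260, Actb 25586), against 6 of 25 genes of tissues outside the blood (24.0%, interval 11.5 to 43.4%, Fisher's exact test, adjusted p = 0.00104, with Afp 3350, Actn2 2199, none at Alb and Apoa1). The call for the ABC transcription factors was lost under each of the 5 alternatives (Fisher's exact test, or permutation for the matching on GC content: 84.6 to 92.3%, adjusted p 0.0508 to 0.167), and that for the ABC signature genes among the 30001 peaks with the highest −log10 p and when the summit had to lie in the promoter window (80.0% in each; over its 5 alternatives, adjusted p 0.0237 to 0.201 in the same tests). The summit in the window also ended the calls for the pan-B (76.5%) and germinal center lists (78.6%), the 5'-most TSS that for the germinal center list (85.7%), the 30001 peaks that for the follicular list (83.3%) and a window of 3 kb that for the outside tissues (44.0%). Several of the strongest promoter peaks named here had their summit outside the window. At Cd74, Spib, Bach2, Klf2 and Il10 it lay 10081, 2248, 3005, 3682 and 2982 bp from the nearest TSS. At Zbtb32 and Fcrla, the strongest of the ABC signature, it lay 1370 and 1212 bp away. The same held at Fli1 (1310 bp), Gna13 (1150 bp), Pik3ap1 (2167 bp), Actb (2619 bp), Stat6 (1034 bp), Ltb (1184 bp) and Afp (1425 bp). The signal of all these peaks is summed over the whole peak and is not that of the promoter window alone.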

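Away from promoters, the follicular B cell genes and the transcription factors named for ABCs had on average more accessible sites than matched genes. The 12 follicular genes had a mean of 21.8 distal peaks each (median 10.5), where 2.29 were expected (permutation test, adjusted p = 9.5e-05). The 13 transcription factors higher in ABCs had 9.85, where 2.38 were expected (permutation test, adjusted p = 0.00287), and those lower in ABCs had a mean of 24.0, where 2.16 were expected (permutation test, adjusted p = 0.00228), which came from Ets1 with 56 and Fli1 with 16, while Mbd4 had 0. For the 15 ABC signature genes the mean was 3.67 (median 2) and the expected number 1.07 (permutation test, adjusted p = 0.00206). Signaling genes stood apart as well. The mean was 10.3 for B cell receptor and CD40 signaling (1.94 expected), 9.75 for adhesion and migration (1.68 expected) and 5.65 for JAK–STAT signaling (1.54 expected), with an adjusted p of 9.5e-05 each, from 2e-05, the smallest p that these permutations can give. Pan-B cell genes had 7.53 (1.28 expected, permutation test, adjusted p = 0.000443), phagocytosis genes 7.92 (1.82 expected, adjusted p = 0.000152) and Toll-like receptor and NF-κB genes 4.58 (1.64 expected, adjusted p = 0.00228). Plasma cell genes had 8.58 (1.89 expected, permutation test, adjusted p = 0.00287), germinal center genes 7.29 (median 2.5, 2.13 expected, adjusted p = 0.00484), cytokines 3.42 (1.07 expected, adjusted p = 0.0271) and housekeeping genes 2.40 (0.952 expected, adjusted p = 0.0279). Genes of tissues outside the blood had fewer than matched genes, 0.360 where 1.32 were expected (permutation test, adjusted p = 0.0167). In all, 34121 distal peaks were nearest to 9191 protein-coding genes, and 14772 protein-coding genes, or 22221 genes of any biotype, were nearest to at least 1 peak of either kind. The most distal peaks were nearest to Foxp1, a transcription factor of mature B cells (89), followed by Bach2 (56), Ets1 (56), the B lineage factor Ebf1 (51), Myc (50), Adgrl2 (49), Tbl1xr1 (48), Foxo1 (44), Arid1b (44) and Lpp (43). The strongest distal peaks were nearest to Ago2, an Argonaute protein of RNA silencing (signal 36940), Map3k1 (36732), the activation marker Cd83 (35044), Adora3 (33815), Bcar3 (33696), the histone demethylase Kdm6b (31251), Pkdcc (30421), Tomm20 (29653), Fbxo11 (28340) and Btg2 (28207). The peak at Cd83 also overlaps the promoter window of a gene, as do 13 of the 34121 distal peaks, since distal peaks are defined by their summit. When each distal peak went to the nearest TSS of any biotype, the calls were lost for the transcription factors higher (mean 3.23) and lower (6.00) in ABCs, germinal center genes (3.00), cytokines (1.50) and housekeeping genes (1.55), with adjusted p from 0.0619 to 0.192 in the same permutation test. The calls for housekeeping genes and for outside tissues were also lost with the 30001 peaks of highest −log10 p (means 0.90 and 0.160) and beyond 10 kb from any TSS (1.10 and 0.200).

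**Figure D1:**
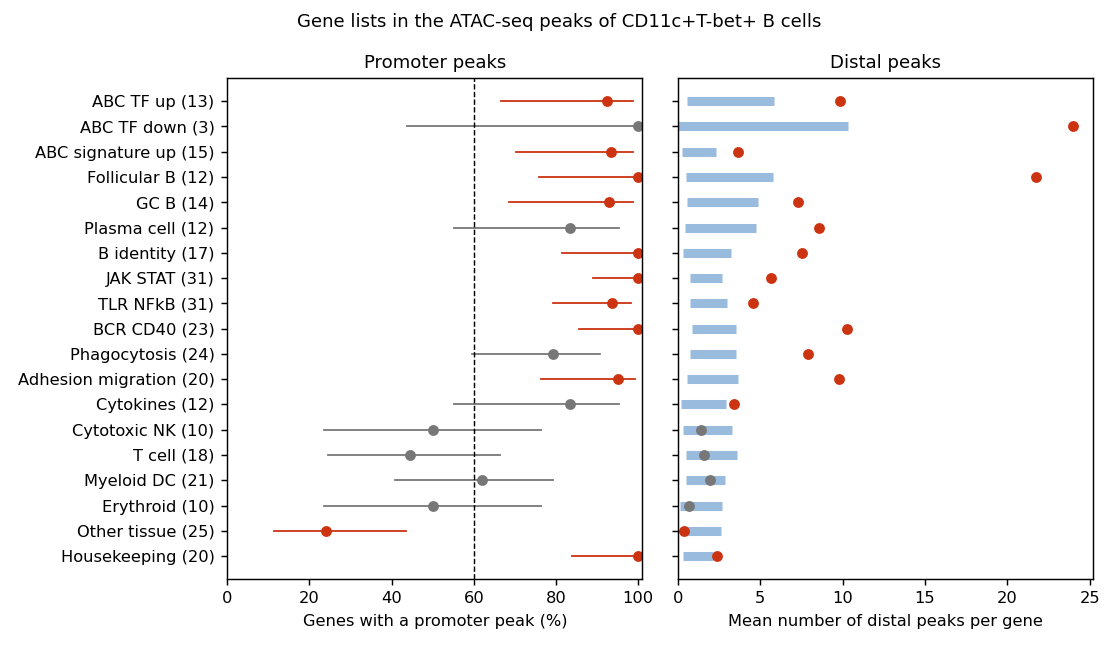
Gene lists in the ATAC-seq peaks of CD11c+T-bet+ B cells, with the number of genes of each list in brackets. Left, percentage of the genes with a promoter peak, with 95% Wilson intervals and a dashed line at the 60.0% of all protein-coding genes. Right, mean number of distal peaks per gene (points) and, as blue bars, the central 95% of random gene lists matched on the distance between neighboring TSSs; red points passed the test after adjustment, gray points did not. The follicular B list and the 3 transcription factors lower in ABCs lie farthest from their bars.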

To elucidate ZEB2's direct targets in ABCs, we performed high-throughput sequencing of the regulome by ATAC-seq, CUT & Tag, and CUT & RUN, leading to the identification of 4338 genes annotated by 6733 accessible sites with ZEB2 binding. Among the genes differentially expressed in *Zeb2*-deficient cells, we found 33 candidate direct targets: 22 repressed and 11 activated by ZEB2 (fig. S9A). Notably, *Mef2b*, an essential TF for GC development (27), was repressed by ZEB2. This direct regulation was mapped to a conserved region ~20 kb downstream of *Mef2b*'s exon 1 TSS, enriched with enhancer-associated features in both human and mouse (Fig. 4E and fig. S9, B to D). 

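In CD11c+T-bet+ B cells, the accessible site with the highest signal at Mef2b, the gene of a MADS-box transcription factor, was not its promoter but an intronic region around +20 kb. This peak covered 2812 bp of chromosome 8 of GRCm38, from 70158137 to 70160948, that is 18.4 to 21.2 kb downstream of the TSS of exon 1 at 70139711, and contained no exon. Its signal was 14849, its −log10 p 18.5 and its rank 1459 of 60002, within the strongest 2.43% of all peaks. Among the 34121 peaks over 3 kb from any TSS, 99.3% were weaker, and its signal was 15.4 times their median of 962. The summit lay at 70158771, 19.06 kb from the TSS, and no other peak came within 2 kb of the point at +20 kb. Mef2b (ENSMUSG00000079033.10) lies on the plus strand from 70139711 to 70167488 and had another 4 peaks in the gene and the 5 kb upstream. The promoter peak, from 70138716 to 70140250, had a signal of 9787, but this region is shared with Borcs8, which has a TSS 2 bp away, and lies near the TSS of Rfxank at 557 bp. A peak from 70152380 to 70153187 (signal 2396) covered the alternative TSSs of Mef2b, 13.1 kb downstream. Weaker peaks lay from 70157098 to 70157636 in the intron (526) and from 70166612 to 70167024 with the summit in an exon (2042). The sequence under the +20 kb peak contained 5 copies of CAGGTG, the E-box core of the ZEB2 motif drawn in Fig. 4E. The best match to the motif, GCCCAGGTGTG on the minus strand from 70160212 to 70160222, fitted 10 of 11 positions and lay 20.5 kb from the TSS, 1446 bp from the summit. On the plus strand it stands in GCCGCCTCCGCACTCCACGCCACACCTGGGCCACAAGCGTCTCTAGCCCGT (70160192 to 70160242). The other copies fitted 7 or 8 positions, and no full match of 11 positions was present. The peak also held 2 octamer sequences (ATGCAAAT) and 1 PU.1 sequence (GAGGAAGT), bound by factors of B cells, 2 E2A sequences and 1 match each for RUNX, IRF and STAT proteins, and how many a region of this length holds by chance was not computed. The peak shows accessibility in ABCs and not ZEB2 binding, and by −log10 p, which does not add up over the length, the promoter peak was the stronger (21.9).

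**Figure D2:**
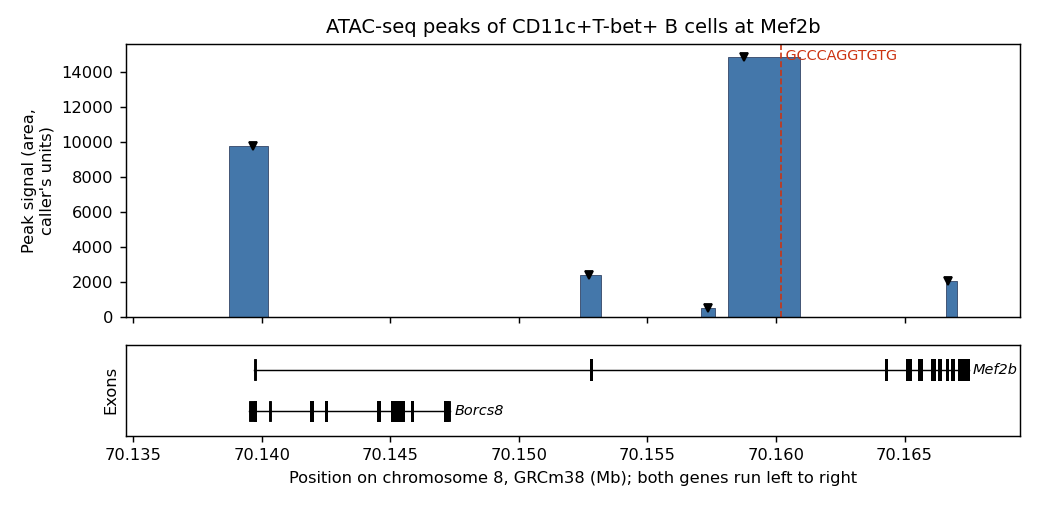
ATAC-seq peaks of CD11c+T-bet+ B cells at Mef2b on chromosome 8 of GRCm38. Top, each bar spans a peak and its height is the caller's signal; triangles mark summits and the red dashed line the best match to the ZEB2 motif of Fig. 4E. Bottom, exons of Mef2b and Borcs8. The intronic peak around +20 kb has a signal of 14849, above the 9787 of the promoter peak.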

We validated ZEB2 suppression of *Mef2b* expression in *Zeb2*-deficient and *Zeb2*-overxpressing B cells and confirmed opposing expression patterns of *Zeb2* and *Mef2b* in ABCs and GC B cells from public datasets (22) (fig. S9, E to H). MEF2B can directly regulate *S1pr2* (27) and *Zeb2*-deficient B cells upregulated *S1pr2* expression (fig. S9E). Thus, ZEB2 appears to foster ABC differentiation by directly repressing *Mef2b* to constrain GC B cells, in alignment with our observations in the bm12 and LCMV models (fig. S7, D and E).

Additionally, ZEB2-specific peaks from CUT & Tag were matched to motifs of GATA3, FOSL2, and ZEB2 (fig. S10, A to C), consistent with existing ZEB2 Chip-seq data (fig. S10D). We identified a ZEB2-specific peak residing in the promoter of *Itgax*, containing a ZEB2-binding sequence (Fig. 4F). *Zeb2* deficiency altered the chromatin accessibility of the ABC-specific opening in the *Itgax* promoter, further confirming that ZEB2 controls transcription of ABC signature gene. 

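The promoter of Itgax, which encodes the integrin chain CD11c, was accessible in CD11c+T-bet+ B cells, and the sequence drawn in Fig. 4F lies inside the open region. The promoter peak spanned 881 bp of chromosome 7 of GRCm38, from 128128849 to 128129729, across the TSS at 128129547. Its signal of 4470 was the highest of the 6 peaks in the gene and the 10 kb upstream, and its −log10 p was 14.4. It ranked 14904 of 60002, within the strongest 24.8%, and was ordinary for a promoter: 46.3% of the 17286 peaks with a summit within 1 kb of a TSS were weaker, and its signal was 0.884 of their median of 5057. Itgax (ENSMUSG00000030789.9) lies on the plus strand from 128129547 to 128150657. Within it, 5 further peaks had their summits 1.66, 2.79, 4.24, 7.61 and 9.00 kb downstream of the TSS, in introns except for the 4.24 kb peak, whose summit was in an exon. The strongest of them, from 128137003 to 128137780 (signal 2658) and from 128138040 to 128138983 (2047), lay in the same intronic stretch, and the others had signals of 394 to 1136. Of the 6 peaks, 3 lay within 3 kb of the TSS, and 3 were among the 30001 peaks with the highest −log10 p. The sequence GTGAGTCA was found on the minus strand from 128129275 to 128129282, 272 to 265 bp upstream of the TSS and 269 bp from the summit at 128129009. On the plus strand it stands in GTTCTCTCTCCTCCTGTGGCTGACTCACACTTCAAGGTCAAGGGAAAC (128129255 to 128129302). It contains a binding sequence of AP-1, the dimer of FOS and JUN proteins, and the peak held another AP-1 sequence, TGAGTCA, from 128129494 to 128129500. The E-box CAGGTG did not occur in this peak, the nearest copies lying 901 bp downstream and 1104 bp upstream of the TSS. The list holds neither CD11c-T-bet- nor Zeb2-deficient B cells, so that the opening has no comparison here, and the peaks have no replicate values. The paper takes the changed accessibility of this promoter in Zeb2-deficient cells as further evidence that ZEB2 controls the transcription of ABC signature genes.

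**Figure D3:**
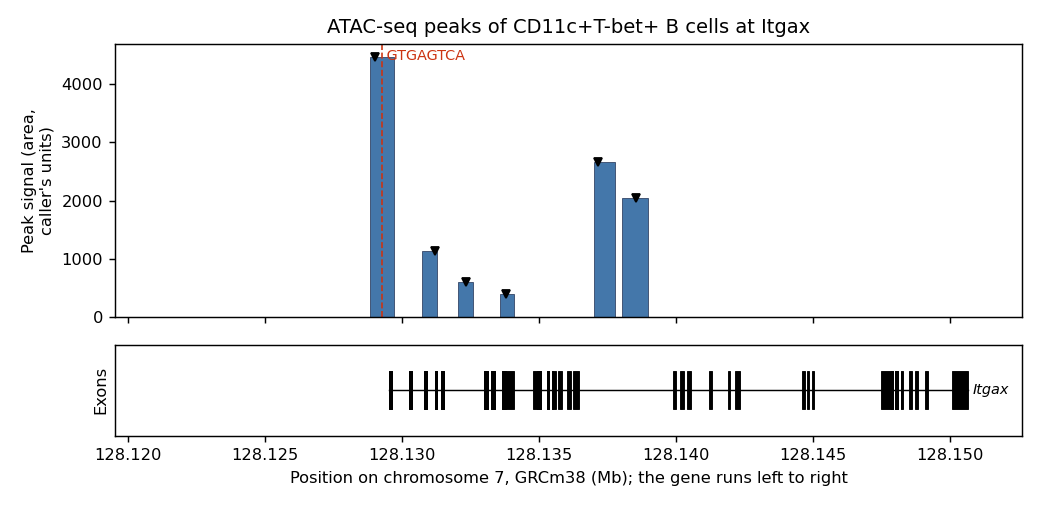
ATAC-seq peaks of CD11c+T-bet+ B cells at Itgax on chromosome 7 of GRCm38. Top, each bar spans a peak and its height is the caller's signal; triangles mark summits and the red dashed line the sequence drawn in Fig. 4F. Bottom, exons of Itgax. The promoter peak has a signal of 4470, and the intronic peaks reach 2658.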

CD11c (*Itgax*), an important alpha-subunit member of beta2 integrins, can pair with the beta-subunit CD18 to form heterodimeric cell surface receptors important for immune cell adhesion and recruitment to tissues (28), which is a unique property of ABCs (4, 21, 23). In kidney biopsies from patients with LN (table S4), CD11c^+^ B cells were found in affected tissues, constituting approximately 50% of total B cells with IgD^−^CD27^−^CD11c^+^ ABCs comprising about 20% (fig. S11, A and B). We validated the enhanced migratory capacity of ABCs in vitro, which was modulated by CD11c blockade and Zeb2 deficiency (fig. S11, C to G). Thus, Zeb2 plays a crucial role in orchestrating ABC specification by directly suppressing other effector B cell subsets and inducing the ABC signature.

## ZEB2 drives distinct functional properties of ABCs

To better define the function of ABCs, we applied ingenuity pathway analysis (IPA) to a public dataset (GSE99480) (8). Among the top 35 significantly increased predicted functions (table S5), ABCs shared five features: “enhanced viability”, “migration”, “activation”, “immune response”, and “phagocytosis/engulfment” (fig. S12A). These were validated accross several transcriptomes (Fig. 4G). Selected transcripts linked to these biological functions formed a network (fig. S12A). Pathway analysis further supported our finding that ABC-enriched pathways were linked to these five functional features (fig. S12B). ABCs have also been characterized by a hyperactivation state, long-term survival, and unique migration/distribution pattern in published studies (4, 5, 29). ABCs also exhibited a unique phagocytic capacity, identified by enriched phagosome formation and Fc-receptor pathways (fig. S12B). The ability of ABCs to both perform typical B cell functions and co-opt myeloid markers like CD11c, as well as cytotoxic molecules like NKG7, granzyme A, and perforin have been previously described (3, 4). In line with ZEB2’s critical role in ABC function, *Zeb2* editing in B cells dampened their viability, immune response, and phagocytosis/engulfment (Fig. 4, G and H).

To experimentally test the phagocytic capacity of ABCs, we incubated splenic B cells with apoptotic thymocytes labeled with pHrodo and monitored apoptotic cell internalization (fig. S12C). CD19^hi^CD11c^+^ B cells exhibited markedly enhanced uptake evidenced by both an increased pHrodo^+^ fraction and signal intensity (fig. S12D). In vitro–generated ABCs were also able to engulf apoptotic cells, which was dampened by *Zeb2* deficiency (fig. S12E and F). Thus ABCs exhibit unique biological functions that are regulated by ZEB2.

## The ZEB2–JAK–STAT axis governs ABC differentiation

To elucidate the signaling pathways by which ZEB2 influences ABC formation, we performed upstream regulator analysis (URA) in IPA on both public and our own datasets. As anticipated, BCR, CD40, TLR and key downstream pathways like NF-κB and AKT were predicted to be activated in ABCs (Fig. 5A). Regulatory effects of cytokines IFNγ, IL-10, and IL-21, along with their JAK–STAT signals were also detected (Fig. 5A and B). Specifically STAT1, STAT3, and STAT4 were activated, whereas STAT6 was inhibited (Fig. 5, A and B) consistent with previous findings (1). *Zeb2* deficiency altered STAT signals (Fig. 5, A and B), reflecting opposite expression pattern of STATs’ target genes in *Zeb2* edited B cells (Fig. 5B). GSEA and KEGG analysis produced similar findings, supporting an important role of JAK–STAT signaling in ZEB2’s function (Fig. 5, C and D, and fig. S13A). We also confirmed that gene expression altered by *Zeb2* deficiency largely overlapped with the transcriptional program affected by inhibition of JAK–STAT signaling (Fig. S13, B and C).

JAK–STAT inhibitors, such as baricitinib and tofacitinib, have proven to be effective in dampening intracellular cytokine signaling (30, 31). We therefore tested their effects on mouse ABC formation and found they impaired in vitro ABC differentiation in a dose-dependent manner (Fig. 5E and fig. S13, D to G). Tofacitinib administration reduced ABC accumulation and splenomegaly, lowered autoantibody titers, and decreased ABC-relevant cytokines in a manner likely to be B cell–intrinsic (Fig. 5, F to H, and fig. S14, A to E). Human ABC differentiation was also inhibited by these drugs (Fig 5I and fig. S14F). Furthermore, tofacitinib treatment decreased circulating ABCs in RA patients (Fig. 5J and fig. S14G) and ameliorated systemic inflammation (Fig. 5K). Thus, targeting the JAK–STAT pathway can block ABC differentiation in both mice and humans, making it a promising strategy for the treatment of ABC-mediated autoimmunity.

## Discussion

We have identified ZEB2 as an essential TF that drives human and mouse ABC differentiation, antinuclear antibody formation, proinflammatory cytokine and chemokine production, and ABC migration to inflamed tissues. ZEB2 drives the ABC gene signature including *Itgax,* and suppresses *Mef2b*, which causes activated B cells to deviate from GCs and differentiate extrafollicularly. Differentiation of ABCs in a GC-independent manner has raised questions about the role of GCs in autoimmunity (21, 22). GC reactions comprise several tolerance checkpoints that are lacking in ABC development. Although ZEB2 appears to be essential for ABC formation, the upstream physiological signals and cells that turn on *Zeb2* expression in vivo remain unclear. Zeb2 is likely to act in concert with other transcription or epigenetic factors including IRF5, T-bet, and metabolic regulators, to shape a regulatory complex in ABCs, mirroring ZEB2’s regulatory programs in NK cells (32) and CD8 T cells (33).

Our study highlights the innate ability of ABCs to phagocytose apoptotic cells, a function that may underpin TLR7 activation and self-antigen presentation to T cells, as well as explaining their hyperactivated status. The requirement of the JAK-STAT pathway to exert Zeb2-mediated ABC development and pathogenicity offers promising therapeutic prospects through Jak inhibitors. These insights extend to conditions where ABCs are expanded and may exert pathogenic roles such as aging.

## Supplementary Material

Supplementary material

## Figures and Tables

**Fig. 1:**
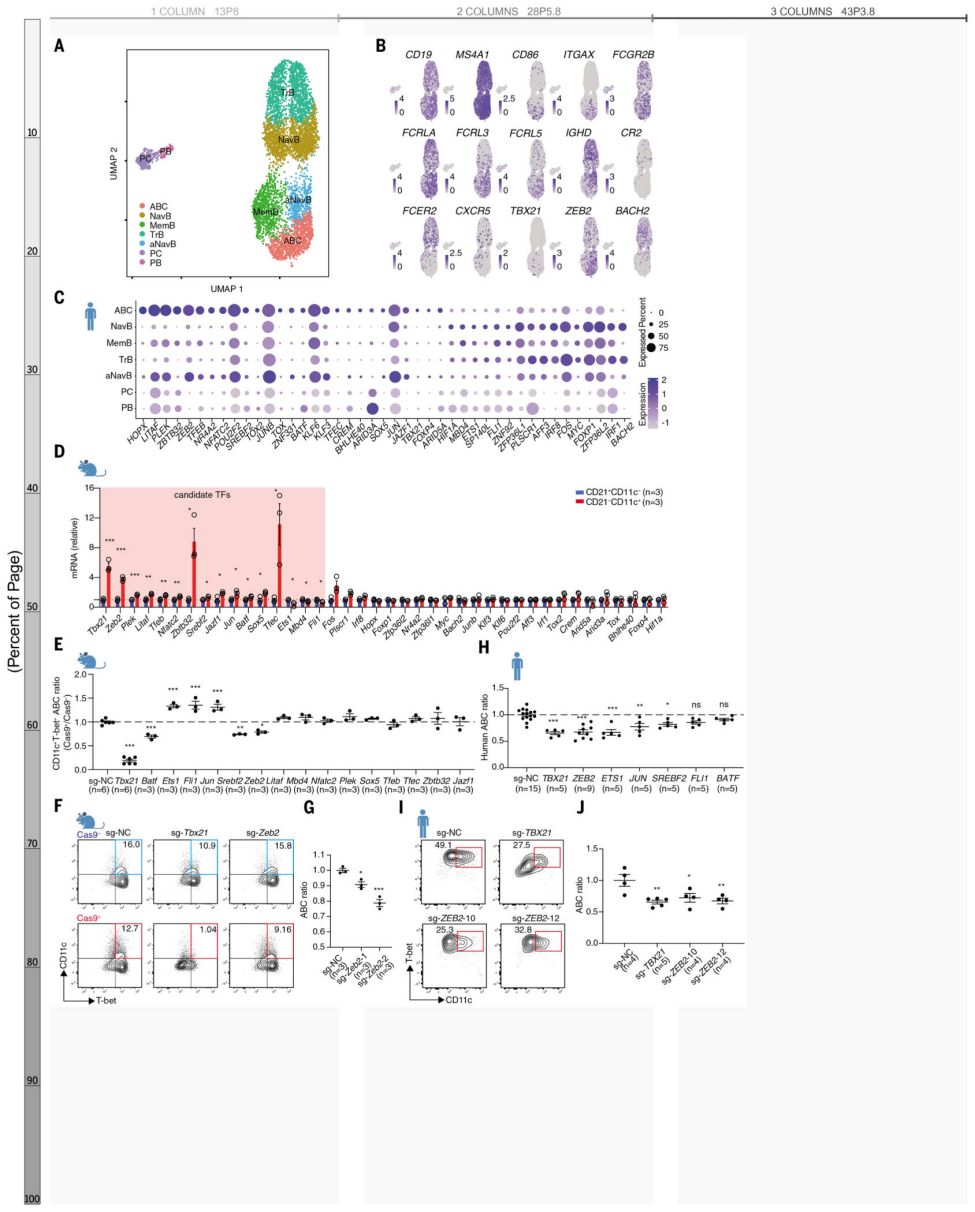
CRISPR/Cas9 based screen of transcription factors for ABC differentiation. (**A**) Single-cell RNAseq of CD19^+^ peripheral B cells isolated from a patient with new-onset SLE. Seven clusters were defined as transitional B cells (TrB), naïve B cells (NavB), activated naïve B cells (aNavB), age-associated B cells (ABC), memory B cells (MemB), plasmablasts (PB), and plasma cells (PC). (**B**) UMAP plots of select genes expression distinguishing ABCs. (**C**) Dot plots of 43 differentially expressed transcription factors (TFs) in ABCs. (**D**) Relative expression of mouse homologue genes (encoding equivalent TFs in (C)) in CD19^+^CD11c^+^CD21^−^ and CD19^+^CD11c^−^CD21^+^ B cells sorted from bm12-induced lupus mice. (**E**) Mouse ABC ratio in groups targeting indicated genes. The ratio defined by comparing Cas9^+^CD11c^+^T-bet^+^ to Cas9^−^CD11c^+^T-bet^+^ in the coculture was normalized with sg-NC. (**F**) Flow cytometry plots of ABCs (CD11c^+^T-bet^+^) derived from B cells transuded with sgRNA targeting *Tbx21* or *Zeb2*. (**G**) ABC ratio in groups with two distinct sgRNAs targeting *Zeb2*. (**H**) Human ABC ration in groups targeting indicated genes. The human ABC ratio was defined by normalizing the frequency of CD27^−^IgD^−^CD11c^+^T-bet^+^ B cell with sg-NC group. (**I** and **J**) Representative plots (I) and ABC ratio (J) from B cells electroporated with Cas9-gRNA (RNP) complex targeting *TBX21* and *ZEB2*. n represents distinct samples (biological repeats). Data are representative of 3-4 independent experiments. Data are mean ± SEM values. *P<0.05, **P<0.01, ***P<0.001, ns, not significant, unpaired Student’s *t* test (D) and ordinary one-way ANOVA with Dunnett’s multiple comparisons testing (E, H, G, and J).

**Fig. 2:**
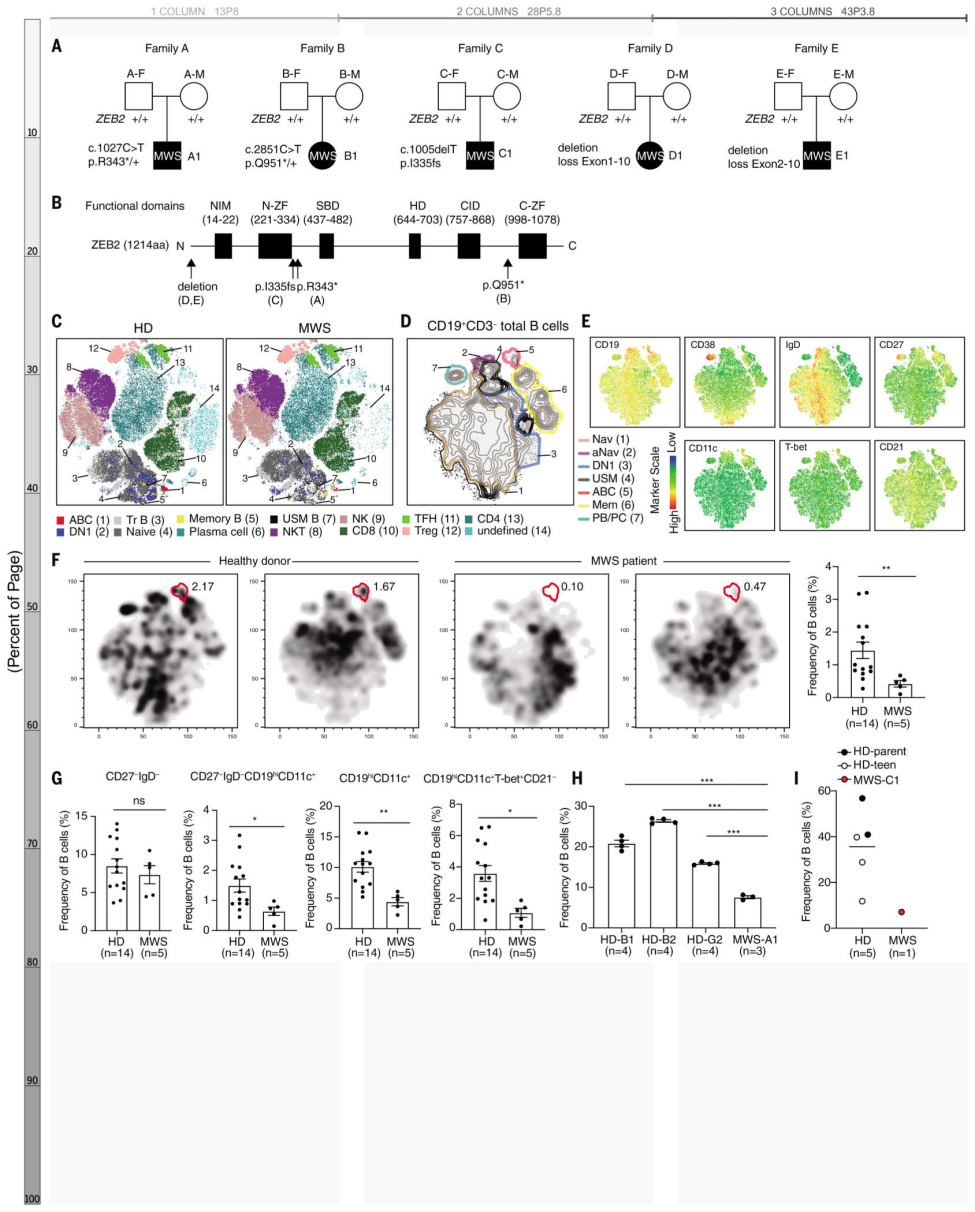
ZEB2 is required for human ABC formation. (**A**) Family pedigrees showing de novo heterozygous mutations of ZEB2 in Mowat–Wilson syndrome (MWS) patients. (**B**) Schematic of the general, linear structure of the functional domain composition of ZEB2 protein. The black arrows show the location of ZEB2 mutation described in (A). (**C**) t-SNE plots of lymphocytes clusters in PBMC of a healthy donor (HD) and a MWS patient by flow cytometry. (**D**) t-SNE plots of peripheral B cell clusters for MWS patients and healthy donors. Seven B cell clusters were identified based on lineage marker expression as naïve B cells (Nav), activated naïve B cells (aNav), CXCR5^+^ double-negative B cells (DN1), unswitched memory B cells (USM), age-associated B cells (ABC), memory B cells (Mem), plasmablasts (PB), and plasma cells (PC). (**E**) t-SNE plots of peripheral B cells displaying CD11c, CD19, CD21, CD27, CD38, IgD, and T-bet expression. (**F**) Representative t-SNE plots and frequency of ABCs (red frame) in peripheral B cells from MWS patient and HDs. (**G**) Frequency of DN, DN2, CD11c^+^B, and ABCs in PBMCs from MWS patient and HDs analyzed by manual gating. (**H** and **I**) Representative plots and frequency of in vitro–induced ABCs derived from B cells of MWS-A1 (H), MWS-C1 (I), and healthy donors. n represents distinct samples (biological repeats except (H)). Data are mean ± SEM values. *P<0.05, **P<0.01, ***P<0.001, ns, not significant, unpaired Student’s *t* test (G and H) with Welch’s correction (F).

**Fig. 3:**
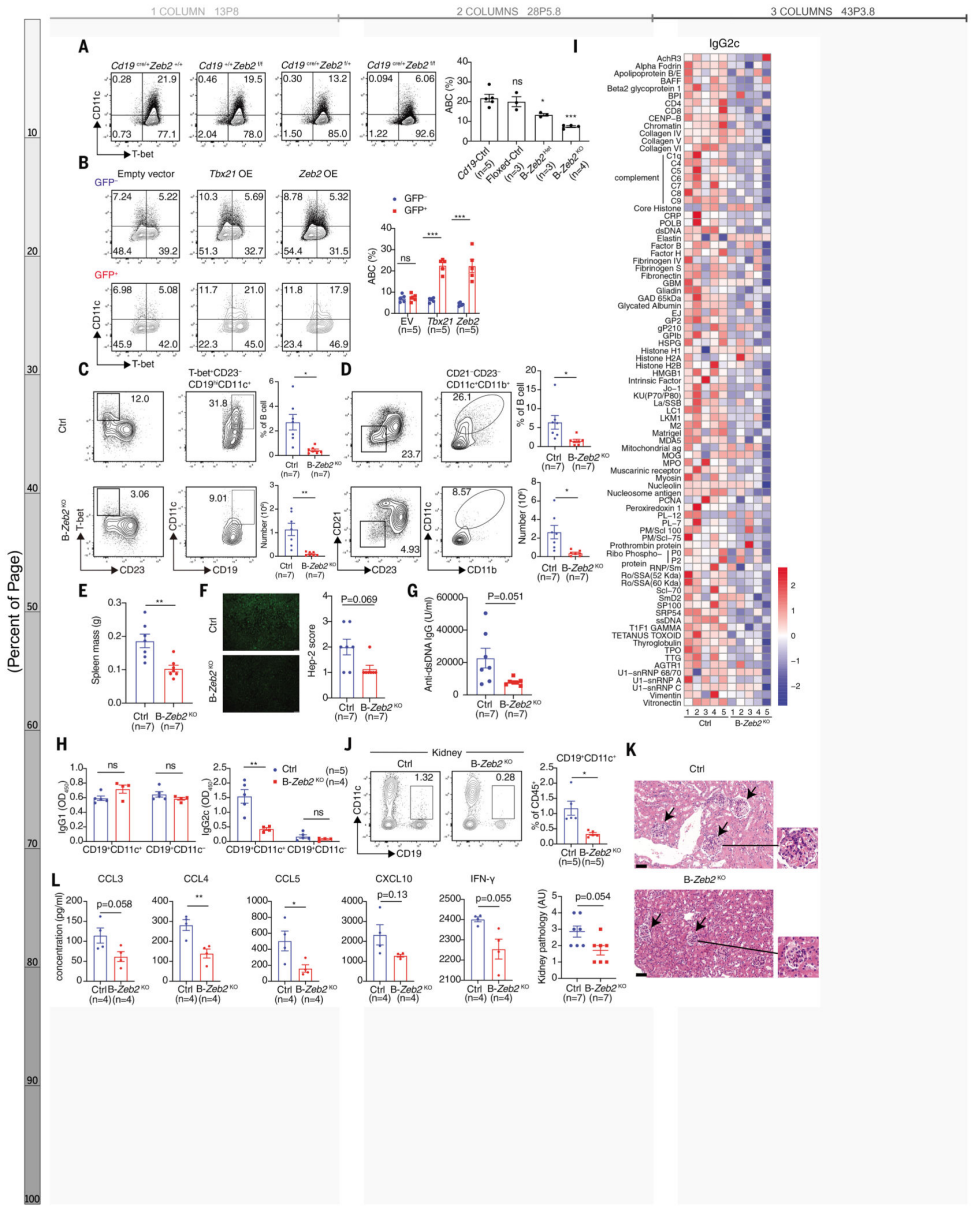
Zeb2 deficiency impairs ABC formation and alleviates lupus pathogenesis. (**A**) Representative plots and frequency of in vitro induced ABCs (CD19^+^CD11c^+^T-bet^+^) derived from splenic B cells of *Zeb2*^+/+^*Cd19*^Cre/+^ (CD19-Ctrl), *Zeb2*^f/f^*Cd19*^+/+^ (Floxed-Ctrl), *Zeb2*^f/+^*Cd19*^cre/+^(B-*Zeb2*^Het^), *Zeb2*^f/f^*Cd19*^cre/+^(B-*Zeb2*^KO^) mice. (**B**) Representative plots and frequency of ABCs (CD19^+^CD11c^+^T-bet^+^) in GFP^+^ (infected) and GFP^−^ (uninfected) B cells transduced with empty plasmid, *Tbx21* or *Zeb2* cDNA sequence. (**C** and **D**) Representative plots, frequency and absolute number of splenic ABCs identified by CD19^+^CD23^−^CD11c^+^T-bet^+^ (C) and CD19^+^CD21^−^CD23^−^CD11c^+^CD11b^+^ (D) in IMQ-induced B-*Zeb2*^KO^ and *Cd19*^Cre/+^ (Ctrl) mice. (**E** to **G**) Spleen weight (E), ANA (F), and anti-dsDNA (G) in serum from mice described in (C and D). (**H**) The IgG1 and IgG2c antibody titers in the culture supernatants from CD19^+^CD21^−^CD11c^+^ and CD19^+^CD21^+^CD11c^−^ B cells sorted from mice described in (C and D). (**I**) Autoantigen microarray showing the relative IgG2c-isotype autoantibody levels in the serum of mice described in (C and D). (**J**) Representative plots and frequency of renal ABCs (CD19^+^CD11c^+^) from mice described in (C and D). (**K**) H&E staining (right) and pathology assessment (left) of kidneys from mice described in (C and D). (**L**) The concentration of cytokine and chemokine in the culture supernatants described in (H). n represents distinct samples (biological repeats). Data are representative of 2-3 independent experiments. Data are mean ± SEM values. *P<0.05, **P<0.01, ***P<0.001, ns, not significant, unpaired Student’s *t* test (B, E, H, L for CCL3, CCL4 and CCL5) with Welch’s correction (C, D, G, J, and L for CXCL10 and IFN-γ), Mann–Whitney *U* test (F and K) and ordinary one-way ANOVA with Dunnett’s multiple comparisons testing (A).

**Fig. 4:**
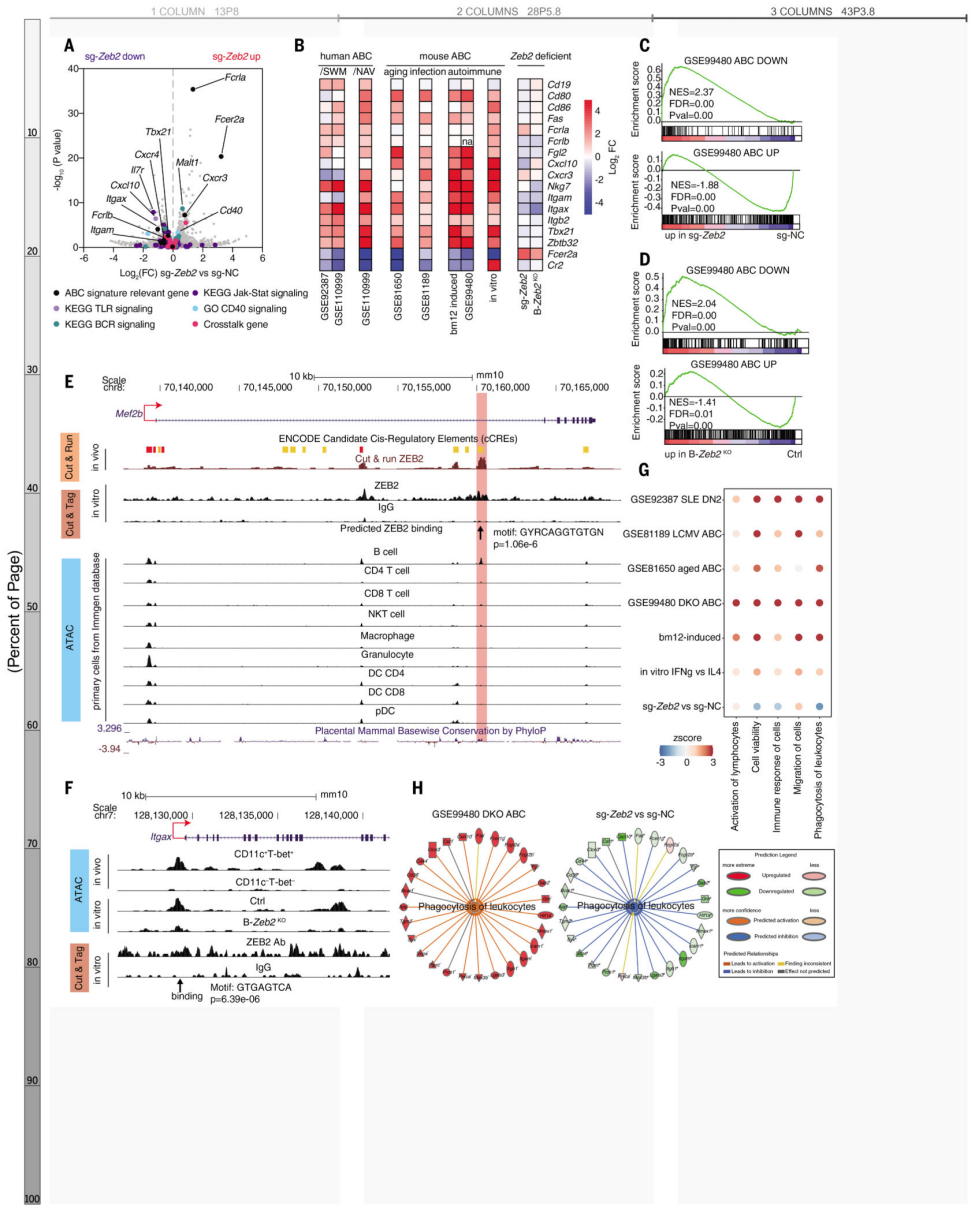
Zeb2 regulates specification and cellular identity of ABCs. (**A**) Volcano graph showing the transcriptional profiles in *Zeb2* edited B cells. ABC-signature genes, genes associated with BCR, TLR, JAK–STAT, and CD40 signaling, and crosstalk genes were labeled with colored dots. (**B**) Heatmap showing expression of representative ABC signature genes in public RNA-seq datasets: GSE92387, GSE110999, GSE81650, GSE81189, GSE99480 and RNA-seq of ABCs sorted from bm12-induced lupus mice (bm12-induced), ABC-polarized B cells (in vitro), ABC-polarized B cells derived from *Zeb2* edited B cells (sg-*Zeb2*) and *Zeb2*-knockout B cells (B-*Zeb2*^KO^). (**C** and **D**) GSEA showing the enrichment of the ABC-down geneset and ABC-up geneset from GSE99480 in ABC-polarized B cells derived from *Zeb2* deficiency B cells. *Zeb2* deficiency was mediated by sg-*Zeb2* editing (C) or knockout (D). (**E**) CUT & RUN, CUT & Tag, and ATAC-seq tracks display ZEB2 binding around the *Mef2b* locus, visualized by the UCSC genome browser. The chromatin accessibility in mouse primary immune cell subsets was from public Immgene database. (**F**) ATAC and CUT& Tag tracks display ZEB2 binding around the *Itgax* locus in ex vivo sorted ABCs and ABC-polarized B cells. (**G**) Dot plot showing the activation Z-score of predicated biological function in RNA-seq datasets mainly described as in (B). (**H**) Network diagram representing phagocytosis pathway in sg-*Zeb2* versus sg-NC ABCs by IPA. The color of each node indicates change in the expression: red (upregulated) and green (downregulated). The edges indicate the predicted relationship between nodes and biological function: orange representing activation, blue representing inhibition, and gray representing effect not predicted.

**Fig. 5:**
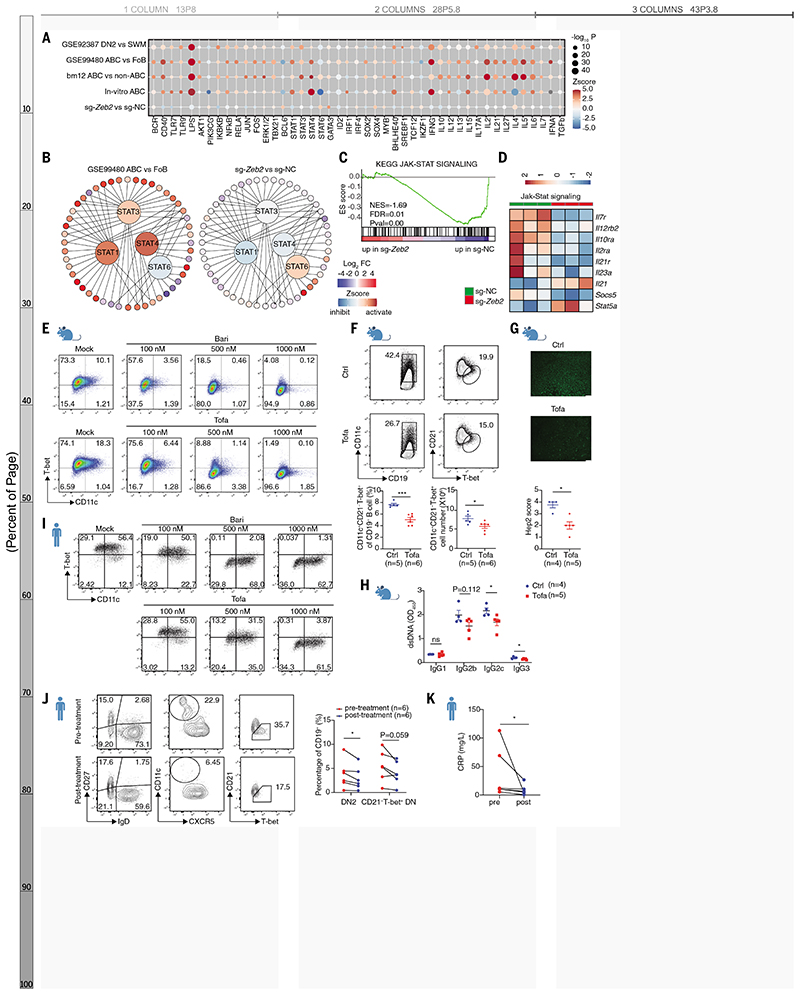
Zeb2-JAK–STAT axis controls ABC differentiation. (**A**) Activation *Z*-score heatmap for IPA-predicted upstream regulators in indicated datasets mainly described in Fig. 4B. *P*-values were log-normalized and presented by the size of the plot. The color of the plot indicates the activated (orange) or inhibited (blue) regulation of the predicted regulators. (**B**) Upstream regulator analysis showing STAT1, STAT3, and STAT4 activated and STAT6 inhibited in ABCs (GSE99480), whereas the opposite effects were observed in sg-*Zeb2* vs sg-NC dataset. The color of the surrounding circles indicates the change in the expression: red (upregulated) and blue (downregulated). The color of the center circles indicates predicted regulators: orange (activated) and blue (inhibited). (**C**) GSEA showing impaired JAK–STAT pathway in *Zeb2* edited B cells. (**D**) Heatmap showing expression of selected JAK–STAT signaling genes in sg-NC^+^ and sg-*Zeb2*^+^ B cells. (**E**) Flow cytometry plots of in vitro induced mouse ABCs with different concentrations of baricitinib (Bari) or tofacitinib (Tofa). (**F** to **H**) Frequency and absolute number of ABCs (F), ANA titer (G), and anti-dsDNA Ig titers (H) in serum from bm12-induced lupus mice treated with tofacitinib. (**I**) Flow cytometry plots of in vitro induced human ABCs with different concentrations of baricitinib or tofacitinib. (**J**) Flow cytometry plots of human ABCs in PBMCs from patients with rheumatoid arthritis before and after JAK–STAT inhibitor tofacitinib treatment for 4 weeks. (**K**) The change of CRP level in RA patients described in (**J**). n represents distinct samples (biological repeats). Data are representative of 2-3 independent experiments (E to I). Data are mean ± SEM values. *P<0.05, **P<0.01, ***P<0.001, ns, not significant, unpaired Student’s *t* test (F and H), Mann–Whitney *U* test (G), paired Student’s *t* test (J and K).

## Data Availability

All data are available in the main text or the supplementary materials. The scRNA-seq, RNA-seq, ATAC-seq, CUT&Tag, and CUT&RUN sequencing data are deposited in GEO under accession numbers GSE242615, GSE242607, and GSE242611. Plasmids are available upon establishment of an MTA with Shanghai Jiaotong University. All data are available in the main text or the supplementary materials.

## One-Sentence Summary

ZEB2 is essential for age-associated B cell differentiation and function.

# Supplementary material for: The transcription factor ZEB2 drives formation of age-associated B cells
**Source:** Science. Author manuscript; Available in PMC 2024 May 29.
**Supplement:** Supplementary material

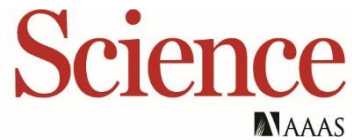

## Supplementary Materials for

### **The transcription factor ZEB2 drives the formation of age-associated B cells**

Dai Dai *et al.*

*Science* **383**, 413 (2024)  
DOI: 10.1126/science.adf8531

#### **The PDF file includes:**

Materials and Methods  
Figs. S1 to S14  
Tables S1 to S9  
References

#### **Other Supplementary Material for this manuscript includes the following:**

MDAR Reproducibility Checklist

## Materials and Methods

### Mice

C57BL/6J (JAX000664), bm12 (JAX001162), *Cd19*-Cre (JAX006785), B6 CD45.1 (JAX002014) and Cas9-EGFP (JAX026175) mice were obtained from Jackson Laboratory. Additionally, *Zeb2*<sup>flox/flox</sup> mice (T015122) and *Tbx21*<sup>tdTomato</sup> (T036727) (26) mice were obtained from Gempharmatech (Nanjing). All mouse strains were on a C57BL/6J background and maintained under specific pathogen-free (SPF) conditions in Renji Hospital animal facilities. All procedures involving animals were approved by Institutional Animal Care and Use Committee at Renji Hospital of Shanghai Jiaotong University School of Medicine (SJTUSM). All experiments were performed with 8-to-12-week-old male and female mice and using age- and sex-matched groups. Mice were randomly assigned to treatment with JAK-STAT inhibitors. Blinding was used for the evaluation of kidney histopathology and Hep-2 cell autoantibody test.

### Animal models

#### *The bm12 cGVHD lupus model and JAK-STAT-inhibitor treatment*

Female mice were subjected to the bm12 cGVHD lupus model following a previously published protocol (34). Briefly, mice were intraperitoneally injected with  $1 \times 10^7$  CD4<sup>+</sup> T cells isolated from bm12 mice via magnetic cell sorting (Miltenyi Biotec, Cat#130-104-454). After 2 weeks, mice were sacrificed for analysis. For the JAK-STAT-inhibitor treatment experiments, mice were orally administered with 30 mg of tofacitinib per kilogram of body weight (Selleckchem, Cat#S2789) upon bm12 cGVHD induction for a period of 2 weeks.

#### *Imiquimod (IMQ)-induced lupus model*

Female mice were subjected to the IMQ-induced lupus model following a previously published protocol (35). Briefly, mice were treated topically with 1.25 mg of 5% imiquimod cream (3M Health Care Limited) applied on appropriate ear skin areas three times weekly. After 6 weeks, mice were sacrificed for analysis.

#### *4-hydroxy-3-nitrophenylacetyl (NP) hapten immunization model*

Female mice were intraperitoneally administered with 200  $\mu$ l of a NP-CGG-alum-LPS solution, prepared by adding alum in a dropwise fashion (Imject Alum, Thermo Scientific, Cat#77161) to a solution of 1 mg/ml of NP-conjugated chicken gamma globulin (NP-CGG) (Biosearch Technologies, Cat#N-5055C) and 10  $\mu$ g/ml of LPS from *E. coli* 055:B5 (InvivoGen, Cat#tlrl-b5lps) at a 1:1 volumetric ratio. After 14 days, mice were sacrificed for analysis.

#### *LCMV infection*

Female mice were intraperitoneally administered with  $1.5 \times 10^5$  PFU of LCMV-Armstrong, which was kindly provided by J. Li (Fudan University). After 10 days, mice were sacrificed for analysis.

### Study subjects

#### *SLE and RA Patients*

SLE and RA patients were recruited from Renji Hospital. SLE patients met the 1997 American College of Rheumatology criteria for SLE. Demographic and clinical information is listed in table S1 (for scRNAseq) and table S4 (for biopsy samples collected from lupus nephritis patients). RA patients met the 2010 American College of Rheumatology criteria for RA. Clinical and laboratory

data of RA patients, which was measured at baseline and at week 4 after tofacitinib treatment, are listed in table S6.

### ***MWS patients***

Patients were recruited from Children's Hospital, Capital Institute of Pediatrics. Patients were diagnosed based on clinical evaluation and physical examination findings, and confirmed by genetic testing for mutations in the *ZEB2* gene. Demographic and clinical information are listed in tables S2 and S3.

Written informed consent was obtained from all subjects or their legal guardians. All procedures were conducted with full consent under ethical and safe protocols approved by the Review Board at Renji Hospital of SJTUSM and Children's Hospital, Capital Institute of Pediatrics.

### **Cells isolation, culture, and flow cytometry**

#### ***Cell isolation***

Human PBMCs were isolated by density gradient centrifugation using Ficoll-Paque (GE Healthcare, Cat#17-5442-03). Human B cells were isolated by negative selection (Miltenyi Biotec, Cat#130-091-151) from PBMCs. Mouse splenic B cells were isolated by negative selection (Miltenyi Biotec, Cat#130-090-862) according to the manufacturer's instructions.

Mouse kidney tissues were minced and digested with 250 ng/ml of type IV collagenase (Sigma, Cat #C5138) and 10 U/ml of DNase I (Sigma, Cat#D5025) for 30 min at 37°C in a shaking incubator. The digested cells were filtered through a 70-µm nylon mesh and resuspended in 40% Percoll underlaid with 80% Percoll (GE Healthcare Life Sciences, Cat#17-0891-01). Lymphocytes were enriched in the middle layer after density-gradient centrifugation at 2100 rpm for 20 min. The harvested cells were washed two times with wash buffer containing 2% fetal bovine serum (FBS, Gibco, Cat#12483020) and 2 mM EDTA (Invitrogen, Cat#AM9261) in PBS and centrifuged at 400g for 5 min.

#### ***Cell culture***

Plat-E cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) with 10% FBS, 1 µg/ml of puromycin (Invivogen, Cat#ant-pr-1), 10 µg/ml of blasticidin (Invivogen, Cat#ant-bl-1), and 100 U/ml of penicillin–streptomycin (Gibco, Cat#15140-122). bEnd.3 cells were cultured in DMEM with 20% FBS. Primary mouse and human B cells were cultured in RPMI-1640 medium with 10% FBS, 2 mM HEPES (Gibco, Cat#15630-080), 1X non-essential amino acids (Gibco, Cat#11140-050), 2 mM glutamine (Gibco, Cat#25030-081), 2 mM sodium pyruvate (Gibco, Cat#11360-070), 55 µM β-mercaptoethanol (Gibco, Cat#21985-023), and 100 U/ml of penicillin–streptomycin. Mouse B cells were induced for in vitro ABC differentiation in the presence of mouse ABC-skewing cocktail containing 500 ng/ml of R848 (Invivogen, Cat#tlrl-r848-5), 1 µg/ml of anti-CD40 (Biolegend, Cat#102812), 1 µg/ml of anti-IgM F(ab')<sub>2</sub> (Jackson ImmunoResearch, Cat#115-006-020), 50 ng/ml of IL-21 (Peprotech, Cat#210-21), and 1 ng/ml of IFN-γ (Biotech, Cat#485-MI-100) or at the indicated final concentrations for 3 days. Human B cells were stimulated with human ABC-skewing cocktail containing 1 µg/ml of R848, 10 µg/ml of CD40L (Biolegend, Cat#591708), 20 ng/ml of BAFF (Peprotech, Cat#310-13-20), 10 ng/ml of IL-2 (Peprotech, Cat#200-02), 10 µg/ml of goat anti-human IgA + IgG + IgM (H+L) (Jackson ImmunoResearch, Cat#109-006-064), 10 ng/ml of IL-21 (Biolegend, Cat#571204), and 20 ng/ml

of IFN- $\gamma$  (Biolegend, Cat#570206) for 3 days. The JAK–STAT inhibitors tofacitinib or baricitinib (Selleckchem, Cat#S2851) were added in the B cell culture at indicated working concentrations and incubated for 3 days. All cells were cultured in a humidified 37°C incubator set at 5% CO<sub>2</sub>.

### ***Flow cytometry***

Cells were stained for surface markers or intracellular proteins according to published guidelines (36). To screen the functional transcriptional factor for mouse ABC formation, B cells were stained with surface markers and then fixed by 2% fresh prepared formaldehyde in PBS for 5 min to allow efficient staining of transcription factors (TF) and retaining of fluorescent proteins which were optimized from the previous protocol (37). For intracellular T-bet staining, cells were fixed and permeabilized after surface staining using Foxp3 Transcription Factor Staining Buffer Set (ThermoFisher, Cat#00-5523-00). Data were acquired using LSRFortessa (BD Biosciences) and analyzed using FlowJo software (Tree Star). Cell sorting were conducted by FACSARIA II (BD Biosciences). Gating strategies for flow cytometry plots are shown in figs. S2, A and B, S3, B and C, S5, A and C, S6E, S8, D and G, and S14G. Detailed information for antibodies used is listed in table S7.

### ***t-SNE visualization of flow cytometric data***

All samples were pre-gated on live single lymphocytes or B cells. Each sample was randomly down sampled with the same cell number and merged into a single expression matrix. The t-SNE (t-distributed stochastic neighbor embedding) was applied to reduce the dimensionality of the data using the t-SNE plugin available on the FlowJo Exchange. The composite sample then was hand-gated as indicated for all populations to aid in visual overlays with t-SNE maps. Intensities for markers of interest were overlaid on the t-SNE maps to show the expression of those markers on different cell clusters.

### ***Immunohistochemistry***

The kidneys from IMQ-induced lupus mice were fixed in 4% neutral buffered formalin and embedded in paraffin. Tissue sections with a thickness of 5  $\mu$ m were stained with H&E and were scanned using Panoramic MIDI Digital Section Scanner (3DHistech). The kidney pathologic score was accounted for the morphological pattern (glomerular mesangial cells and inflammatory cellular infiltration) using Case Viewer software (3DHistech).

### ***In vitro apoptotic cell phagocytosis assay***

Thymocytes were isolated from C57BL/6 mice and cultured in RPMI-1640 medium supplemented with 10% FBS, 100 U/ml of penicillin–streptomycin, and 500 nM camptothecin (Selleck, Cat#S1288) for 24 hours to induce apoptosis. The frequency of apoptotic cells was confirmed above 80% via apoptosis detection kit (Biolegend, Cat#640932).

For detection by flow cytometry, apoptotic thymocytes were stained with 60 ng/ml of pHrodo (Invitrogen, Cat#P35357) for 2 hours at 37°C. The labeled apoptotic thymocytes were then coincubated with target cells mixed at a 10:1 apoptotic-thymocyte-to-target-cell ratio in the presence of R848 (1  $\mu$ g/ml). After incubation for 2 hours, phagocytosis was assessed.

For real-time detection, apoptotic thymocytes were stained using the IncuCyte pHrodo Red Cell Labeling Kit (Sartorius, Cat#4649). Briefly, apoptotic thymocytes were washed with provided 1X wash buffer and resuspended in cell labeling buffer at a concentration of  $1 \times 10^6$  cells/ml.

pHrodo dye was then added to a final concentration of 100 ng/ml and cells were stained for 60 min at 37°C. The labeled apoptotic thymocytes were coincubated with target cells in 24-well-plate at a 10:1 apoptotic-thymocyte-to-target-cell ratio in the presence of R848 (1 µg/ml). The plate was then transferred to the Incucyte Live-Cell Analysis System for images capture for 4 hours and each well was imaged every 30 min.

### **In vitro transwell migration assay and transendothelial migration assay**

B cells were resuspended in migration medium (RPMI 1640 supplemented with 0.5% fatty acid-free BSA, 100 U/ml of penicillin–streptomycin, and 2 mM HEPES). Transwell inserts (Corning; Cat#CLS3421) were placed over each well. Cell suspensions were added into the upper chamber and allowed to migrate for 6 hours. Migrated cells in the lower chamber were collected and stained for detection by flow cytometry. B cells were pretreated with 25 µg/ml of anti-mouse CD11c Antibody (Biolegend, Cat#117302) for 1 hour before the effects of CD11c blockade were measured.

The Transwell inserts were coated with Matrigel (Corning, Cat#356324) for 30 min at 37°C. Murine endothelial cells (bEnd.3) were then seeded onto the Matrigel-coated Transwell inserts for 24 hours to form a compact monolayer. B cells were subsequently added to the upper chamber and 100 ng/ml of CXCL12 (Peprotech; Cat#25020B) was added to the lower chamber. After incubation for 6 hours at 37°C, the migrated cells were collected from the lower chamber and washed two times with PBS supplemented with 2% FBS and 2 mM EDTA with centrifugation at 400g and stained for detection by flow cytometry.

### **Vector construction, retrovirus packaging, and infection**

#### ***Vector construction***

The sgRNA expressing LMP-U6-sgRNA(BbsI)-PGK-Puro-T2A-BFP vector was generated by cloning the PCR-amplified U6-sgRNA(BbsI)-PGK-Puro-T2A-BFP fragment from pKLV-U6-sgRNA(BbsI)-PGK-puro-2A-BFP plasmid (Addgene, Cat#50946) into SalI and XhoI sites of the LMP retroviral vector (Open BioSystems, Cat#EAV4678). sgRNA sequences were designed by online design tool (38). The paired forward and reverse oligos were phosphorylated and annealed by T4 Polynucleotide Kinase (NEB, Cat#M0201). Then annealed oligo duplexes were cloned into the BbsI sites of the LMP-U6-sgRNA(BbsI)-PGK-Puro-T2A-BFP vector by T4 DNA ligation (NEB, Cat#M0202). To overexpress ZEB2 and T-bet, the cDNA sequence of *Zeb2* and *Tbx21* were synthesized and inserted into the PacI and NotI site of pMYs-IRES-GFP retroviral vector (Cell Biolabs, Cat#RTV-021). The inserted sgRNA and cDNA sequences were validated by Sanger sequencing.

#### ***Retrovirus packaging***

Five million Plat-E cells were plated in a 10-cm dish in DMEM with 10% FBS. Cells were transfected 1 day later with 15 µg of sgRNA plasmid using 30 µl of Lipofectamine 2000 (Invitrogen, Cat#11668019). Plat-E cells were next cultured for another 48 hours. The retrovirus supernatants were then harvested and then either filtered using a 45-µm filter or centrifuged at 500g for 5 min to remove cells and debris.

### ***Retrovirus infection***

Splenic B cells from C57BL/6J or Cas9-EGFP mice were activated in the presence of 500 ng/ml of R848, 1 µg/ml of anti-CD40, and 1 µg/ml of anti-IgM F(ab')<sub>2</sub> for 1 day. Then retroviruses were spin-transduced at 1260g for 90 min at 32°C in the presence of 10 µg/ml of polybrene (Sigma, Cat#H9268) to infect B cells. The medium was then removed 6 hours later and replaced with fresh medium. The infected cells were further cultured in the presence of mouse ABC-skewing cocktail as described above for 3 days. At least four sgRNA plasmids were constructed per target gene and editing efficiency was validated in mouse primary B cells using the online inference of CRISPR edits (ICE) tool (39). The most efficient sgRNA for each target gene with an editing rate over 50% (except for sg-*Plek* 46%) was used for screening. The selected sgRNA sequences and editing efficiency in primary mouse B cells are listed in table S8.

### **Human B cell editing**

Purified B cells from human PBMC were stimulated with 1 µg/ml of R848, 10 ng/ml of IL-2, 10 ng/ml of BAFF, and 10 µg/ml of goat anti-human IgA + IgG + IgM (H+L) for 1 day. Synthetic sgRNA oligos (GenScripts) were incubated 1 day later with Cas9 protein (GenScripts, Cat#Z03389) at room temperature for 20 min. One hundred thousand cells were washed and electroporated using the Neon transfection system (ThermoFisher, Cat#MPK5000S) following the manufacturer's instructions. For each target gene, we validated the efficiency of sgRNA with an editing rate over 50% (except for sg-*ETS1* 46% and sg-*JUN* 33%). The sgRNA sequences and editing efficiency were listed in table S8. After electroporation, human B cells were further cultured for 3 days in the presence of human ABC-skewing cocktail as described above.

### **Antibody titers, autoantigen array and multiplex immunoassay**

Blood sera were collected at indicated time points from IMQ-induced and bm12-induced lupus models. The supernatants were collected from the ex vivo culture of sorted cells from the IMQ-induced mice. Two hundred thousand sorted cells were seeded per well in a 96-well plate and stimulated in the presence of 500 ng/ml of R848, 1 µg/ml of anti-CD40, and 50 ng/ml of IL-21 with or without 10 ng/ml of IFN-γ for 24 hours.

Anti-dsDNA antibody titers in the serum were detected by ELISA (Alpha Diagnostic International, Cat#5110). Anti-nuclear antibodies (ANA) titers in the serum were captured in Hep-2 cells slides (Inova diagnostics, Cat#708750) and used Alexa Fluor 488-conjugated anti-mouse IgG (Biolegend, Cat#405310) for immunofluorescence. Immunofluorescence images were captured using Olympus IX73 or Leica DMI 3000B fluorescence microscope with a 10X objective lens. Antibodies in the culture supernatants were captured by goat anti-mouse Ig (Southern Biotechnology, Cat#5300-05B) and detected by HRP-labeled goat anti-mouse IgG1-, IgG2c-, IgG3-, or IgM-specific antibodies and TMB substrate (Biotech, Cat#DY999) followed by sulfuric acid stop. Absorbance values were read at 370/450 nm (OD). Where appropriate, the absolute titers were calculated from standard curves, which were generated from purified mouse Ig isotype (Southern Biotechnology, Cat#5300-01B). The autoantibody profiling of the serum samples was measured using an Autoantigen Microarray platform developed by the Genomics and Microarray Core Facility, UT Southwestern Medical Center. The concentrations of cytokine and chemokine in the culture supernatants were detected using the Bio-Plex Pro Mouse Chemokine Panel 31-Plex (Bio-Rad, cat#12009159) according to the manufacturer's instructions.

### **RNA extraction and quantitative RT-PCR analysis**

Total RNA was extracted using TRIzol reagent (ThermoFisher, Cat#15596026). RNA was assessed using the Nanodrop 2000. cDNA was synthesized using the PrimeScript RT Reagent Kit (TaKaRa, Cat#RR037A). Real-time PCR were conducted using TB Green Premix Ex Taq reagent (TaKaRa, Cat#RR420A) on QuantStudio 7 Flex (Applied Biosystems). For quantification of gene expression, each sample was normalized to expression of an endogenous control gene. All primers used are listed in table S9.

### **Single-cell RNA library preparation and sequencing**

CD19<sup>+</sup> B cells isolated by flow cytometry from PBMCs of a patient with new-onset SLE were resuspended in PBS. The viability was confirmed to be >90%. Single-cell RNA libraries were prepared and sequenced on an Illumina NovaSeq 6000 platform as previously described (40). Briefly, single-cell suspensions were loaded on a 10x Genomics Chromium single-cell 5' v2 chip. After capture and lysis, cDNA was synthesized and amplified according to the manufacturer's protocol. The library quality was assessed with an Agilent 2100 Bioanalyzer and then sequenced with a depth of >50,000 reads per cell.

### **Processing of single-cell RNA-seq data**

The raw FASTQ data were processed with Cell Ranger (v3.1.1) (41) by using GRCh37 annotation. Output from CellRanger was loaded into R and analysed by Seurat package (v3.1.1) (42). A total of 5721 cells with <500 or >5000 expressed genes or a high percentage of mitochondrial genes (>10%) were removed. The UMI counts in each cell were then normalized and scaled. The top 1500 highly variable genes were used for dimensionality reduction using principal components analysis. We selected the first 15 principal components for clustering according to the result from the elbow method and used UMAP visualization with default parameters. For clustering, we first selected resolution parameter 0.8 which produced nine clusters. To obtain cluster-specific gene signatures, we identified differential expression analysis of each cluster against the others using wilcox with parameter (logfc. threshold 0.25, min.pct 0.1). Clusters were manually merged with the nearest cluster based on the phylogenetic tree from Seurat's Build Cluster Tree and similar marker genes. We ultimately obtained seven clusters for downstream analysis.

### **Bulk RNAseq**

#### ***RNA preparation***

Splenic B cells from C57BL/6J mice were retrovirally transduced with pMYs-IRES-GFP or pMYs-*Zeb2*-IRES-GFP plasmids. Splenic B cells from Cas9-EGFP mice were retrovirally transduced with sg-NC, sg-*Zeb2*, or sg-*Tbx21* plasmids. The infected cells were further cultured in the presence of mouse ABC-skewing cocktail as described above for 3 days. Cells were stained with anti-mouse CD19 and CD19<sup>+</sup>EGFP<sup>+</sup> (for overexpression) or CD19<sup>+</sup>EGFP<sup>+</sup>BV421<sup>+</sup> cells were isolated by FACS. The harvested cells were washed twice in PBS by centrifugation at 400g for 5 min. RNA was extracted with RNeasy Micro kit (Qiagen, Cat#74004) for *Zeb2* overexpressed B cells or TRIzol reagent.

#### ***cDNA Library construction and sequencing***

RNA was assessed with an Agilent 2100 Bioanalyzer (RNA integrity number >7 for all samples) and used as input for TruSeq RNAseq library kit (Illumina, Cat#RS-122-2001) or SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Takara #634888). After quality assessment, cDNA libraries were pooled and processed by an Illumina NovaSeq 6000 sequencer for 150-bp paired-end sequencing.

#### ***Data analysis***

Clean reads were aligned to GRCm38 reference genome with Hisat2 (v2.1.0) (43) using default parameters. Gene expression levels were counted with HT-seq (v0.11.2) (44) using default "union" mode. Differential expressions of genes were conducted by DESeq2 (v1.24.0) package (45) and simple plots were produced in R (v3.3.3). GSEA was performed using the online software (Broad Institute).

## **ATAC-seq and data analysis**

### ***Sample preparation***

CD11c<sup>+</sup>T-bet<sup>+</sup> and CD11c<sup>+</sup>T-bet<sup>-</sup> B cells were sorted by flow cytometry from bm12-induced T-bet reporter mice. 

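In the sorted CD11c+T-bet+ B cells, the open promoters among markers of T cells, myeloid cells and cytotoxic cells had lower median signals than all open promoters together, and Cd3d alone among these markers lay above the overall median. Of 18 T cell markers, 8 had a promoter peak (44.4%, 95% Wilson interval 24.6 to 66.3%, Fisher's exact test against 60.0% of other genes, adjusted p = 0.290), and the median signal of these 8 was 2560, against 7675 for all 13160 genes with a promoter peak (permutation test, adjusted p = 0.0331). The strongest were at Cd3d, a chain of the T cell receptor complex (7843), and at Gata3 (6876), while Cd3e and Cd3g had none. Both peaks count only through an internal TSS, with summits 4.86 and 10.4 kb from the 5'-most TSS, and for 6 of the 8 markers the strongest peak lay outside the window of the 5'-most TSS. Of 21 myeloid and dendritic cell markers, 13 had a promoter peak (61.9%, Fisher's exact test, adjusted p = 1), with a median of 2634 (permutation test, adjusted p = 0.0111). Cd68 (7415) and the cytokine receptor Flt3 (7126) led them, and the lysozyme gene Lyz2 and the myeloperoxidase gene Mpo had none. Of 10 genes of cytotoxic granules and NK cells, 5 had one (50.0%, Fisher's exact test, adjusted p = 0.564), with a median of 1416 (permutation test, adjusted p = 0.0405), led by Klrd1 (2129) and Eomes (1680). The granzyme genes Gzma and Gzmb had none; Nkg7, Gzma and Prf1 of this list are also named by the paper. Of 10 erythroid genes, 5 had one (50.0%, Fisher's exact test, adjusted p = 0.564), with a median of 2575 that did not pass the test (permutation test, adjusted p = 0.101). Klf1 (7736) and Gfi1b (6799) led them, and the globin genes Hba-a1 and Hbb-bs had none. The number of distal peaks near these lists was not called different from that near matched genes: 1.61 per gene with 1.61 expected for T cells (permutation test, adjusted p = 0.916), 1.95 with 1.38 for myeloid cells (adjusted p = 0.404), 1.40 with 1.35 for cytotoxic genes (adjusted p = 0.916) and 0.700 with 0.903 for erythroid genes (adjusted p = 1). The lower promoter signal was not called for T cell markers with the 5'-most TSS or with −log10 p (over 5 alternatives, permutation adjusted p 0.0129 to 0.0939), nor for myeloid (0.0173 to 0.190) and cytotoxic genes (0.0164 to 0.123) among the 30001 peaks with the highest −log10 p. With the 5'-most TSS the share of open T cell markers was called lower (22.2%), as was that of cytotoxic genes among the 30001 peaks (10.0%; over their 5 alternatives each, Fisher's exact or permutation test, adjusted p 0.0167 to 0.391 and 0.0185 to 1).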

Splenic B cells from B-*Zeb2*<sup>KO</sup> and *Cd19*-cre mice were cultured in the presence of mouse ABC-skewing cocktail as described above for 3 days and were purified using Dead Cell Removal Microbeads (Miltenyi Biotec, Cat#130-090-101). The harvested cells were resuspended in lysis buffer (10 mM Tris-Cl, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, and 0.1% Igepal CA-630) and incubated on ice for 10 min following centrifugation at 500g for 5 min at 4°C.

### ***Library construction***

DNA library for ATAC-seq was performed using TruePrep DNA Library Prep Kit v2 for Illumina (Vazyme, Cat#TD501). Briefly, The cell pellet was resuspended in transposase reaction mix and incubated at 37°C for 30 min. Fragmented DNA was purified using VAHTS DNA Clean Beads (Vazyme, Cat#N411) and library was generated by PCR using TruePrep Index Kit v2 for Illumina (Vazyme, Cat#TD202) for 11 cycles. PCR cleanup of libraries was performed using VAHTS DNA Clean Beads at a 1:1.2 ratio. Libraries were then sequenced on Illumina NovaSeq 6000 with paired-end reads.

### ***Data analysis***

Clean reads were aligned to GRCm38 reference genome using Bowtie2 (v2.3.5) (46) with the default setting followed by removing PCR duplicates using Sambamba (47). 

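The merged list of CD11c+T-bet+ B cells held 60002 peaks, of which 59953 lay on chromosomes 1 to 19, X and Y and 49 on unplaced sequences, 31 of them on JH584304. None lay on the mitochondrial genome. Peaks were 100 to 15932 bp wide, with a median of 718 bp and a mean of 904 bp, and covered 54.3 Mb, or 2.05% of the known bases of the placed chromosomes. The signal ran from 200.0 to 128528 with a median of 1339, and the strongest 10% of peaks held 41.3% of the summed signal. The −log10 p at the summit was 5.14 or more with a median of 9.46, and followed the signal across peaks (Spearman rho 0.956), which are not independent replicates. The largest q of any peak was 0.000525. Among the autosomes, the density of peaks was highest on chromosome 11 at 35.9 per Mb and lowest on chromosome 14 at 17.6 per Mb, and chromosome X had 6.53 per Mb.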

Peaks were called using Genrich with parameter -FDR 0.01. For track display, alignments were converted to bigwig file using bedtools (48).

## **CUT&RUN**

CUT&RUN libraries were generated following manufacturer's instructions (CST, Cat#86652). Briefly, CD19<sup>hi</sup>CD11c<sup>+</sup>CD21<sup>-</sup> cells were sorted from IMQ-induced lupus mice and incubated with Concanavalin A Magnetic Beads. Cells were permeabilized and then incubated with primary antibodies against ZEB2 (Novus Biologicals, Cat#NBP1-82991) for 2 hours followed with Goat Anti-Rabbit IgG secondary antibody (Abcam, Cat#ab6702) for 1 hour. This mixture of beads and cells was resuspended in pAG-MNase Enzyme and incubated for 1 hour followed with activation of enzyme by adding calcium chloride at 4°C for 30 min. DNA was then extracted using phenol–chloroform–isoamyl alcohol as the input. The libraries were prepared with the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, Cat#E7645) according to the manufacturer's instruction. Libraries with different indexes from NEBNext Multiplex Oligos for Illumina (NEB, #E7335) were pooled and sequenced with an Illumina Hiseq PE150.

Sequencing data were analyzed as follows. The adaptor sequences were discarded by Trimmomatic before alignment. To visualize CUT&RUN datasets with UCSC genome browser, the CUT&RUN reads were aligned and mapped to the mouse reference genome (GRCm38/mm10) by Bowtie2 (v2.3.5) software (46). Duplicated reads were removed using 'make tag directory' in HOMER (v4.11) with the parameter -tbp 1. The makeUCSCfile in Homer was used for visualization in UCSC genome browser.

### **CUT&Tag**

Splenic B cells from C57BL/6J mice were cultured in the presence of mouse ABC-skewing cocktail for 3 days and were purified using Dead Cell Removal Microbeads. CUT&Tag libraries were generated following instructions of manufacturer's protocol (Vazyme, Cat#TD901). Briefly, the harvested cells were incubated with Concanavalin A Magnetic Beads. Cells were permeabilized and then incubated with primary antibodies against ZEB2 (Novus Biologicals, Cat#NBP1-82991) for 2 hours followed with goat anti-rabbit IgG secondary antibody (Abcam, Cat#ab6702) for 1 hour in Dig-Wash Buffer at room temperature. The 0.04  $\mu$ M pG-Tn5 transposase were added for tagmentation at room temperature for 1 hour. DNA was then extracted using phenol–chloroform–isoamyl alcohol. Libraries were prepared and cleaned up using Ampure XP beads (Beckman Coulter, Cat#A63880) and pooled together for paired-end sequencing.

Sequencing data were analyzed as follows. After trimming the adapters of reads and removing low-quality bases by TrimGalore software in paired-end mode, clean reads were mapped to mm10 reference genome with Bowtie2 (v2.3.5) (46) followed by removing PCR duplicates using Picard (v2.19.0). The genome browser tracks in bigwig format were produced from merged replicates using deepTools (v2.0) (49) and peaks were called using MACS2 (v2.1.2) (50) using parameters -f BAMPE -SPMR -nomodel. Enriched transcription factor binding motifs were searched by HOMER (v4.11). A set of sequences were searched for individual matches to each of the motif using FIMO (51). All analysis data were visualized using the UCSC genome browser.

Intersect in bedtools was used to screen for overlaps among peaks from ATAC-seq of CD11c<sup>+</sup>T-bet<sup>+</sup> B cells, ZEB2 CUT&RUN, and ZEB2 CUT&Tag as described above. 

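The merged ATAC-seq peaks of CD11c+T-bet+ B cells, the population named for this overlap, were concentrated at promoters, although most lay elsewhere. The paper's text does not say whether the merged list was the one overlapped. Of 59953 summits, 17286 (28.8%, 95% Wilson interval 28.5 to 29.2%) were within 1 kb of a TSS, a part of the genome that holds 6.05% of its bases, which is a ratio of 4.76. A further 14.3% were 1 to 3 kb from a TSS (9.45% of bases, ratio 1.51). Introns held 31.1% of summits (33.3% of bases, ratio 0.933), exons 2.43% (2.13% of bases, ratio 1.14) and intergenic sequence 23.4% (49.1% of bases, ratio 0.477). Promoter peaks were also stronger and wider, with a median signal of 5057 and a median width of 1216 bp, against 954 and 614 bp in introns and 971 and 592 bp in intergenic sequence. With a window of 3 kb around the TSS, the share at promoters was 43.1%, and among the 30001 peaks with the highest −log10 p it was 42.0% within 1 kb. Peaks of ZEB2 CUT&RUN and CUT&Tag were not analyzed here, so the overlap itself was not counted.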

Annotation of the overlapping peaks were performed with ChIPseeker.

### **IPA analysis**

To define the distinct biological function and upstream regulators of ABCs, we integrated the public datasets and our own datasets to perform core analysis using ingenuity pathway analysis (IPA) software. The cut-off for ABC specific genes from different settings was set as expression log<sub>2</sub>-fold change  $\geq 1$  or  $\leq -1$  and statistically significant FDR value  $< 0.05$ . The cut-off for sg-Zeb2 versus sg-NC was a statistically significant FDR value of  $< 0.05$ . The significance and regulatory effects of enriched pathways, upstream regulators and biological functions was qualified using overlap *P*-value and activation Z-score based on the observed pattern of up- or downregulation of the target molecules compared with expected directions of changes documented in Ingenuity's curated database.

### **Statistical analysis**

Prism software (GraphPad) was used for statistical analyses. Data are displayed as means  $\pm$  SEM. All data points represented the measurement of distinct samples. Statistical tests were selected based on the distribution and the variance characteristics of the data and indicated in the figure legends. *P*-values were calculated using unpaired two-tailed Student's *t* test and with Welch's correction when necessary, Mann–Whitney *U* test, or one-way ANOVA followed by Dunnett's test. A paired Student's *t* test was used to compare matched samples in Fig. 5, J and K. *P*-values of less than 0.05 were considered significant.

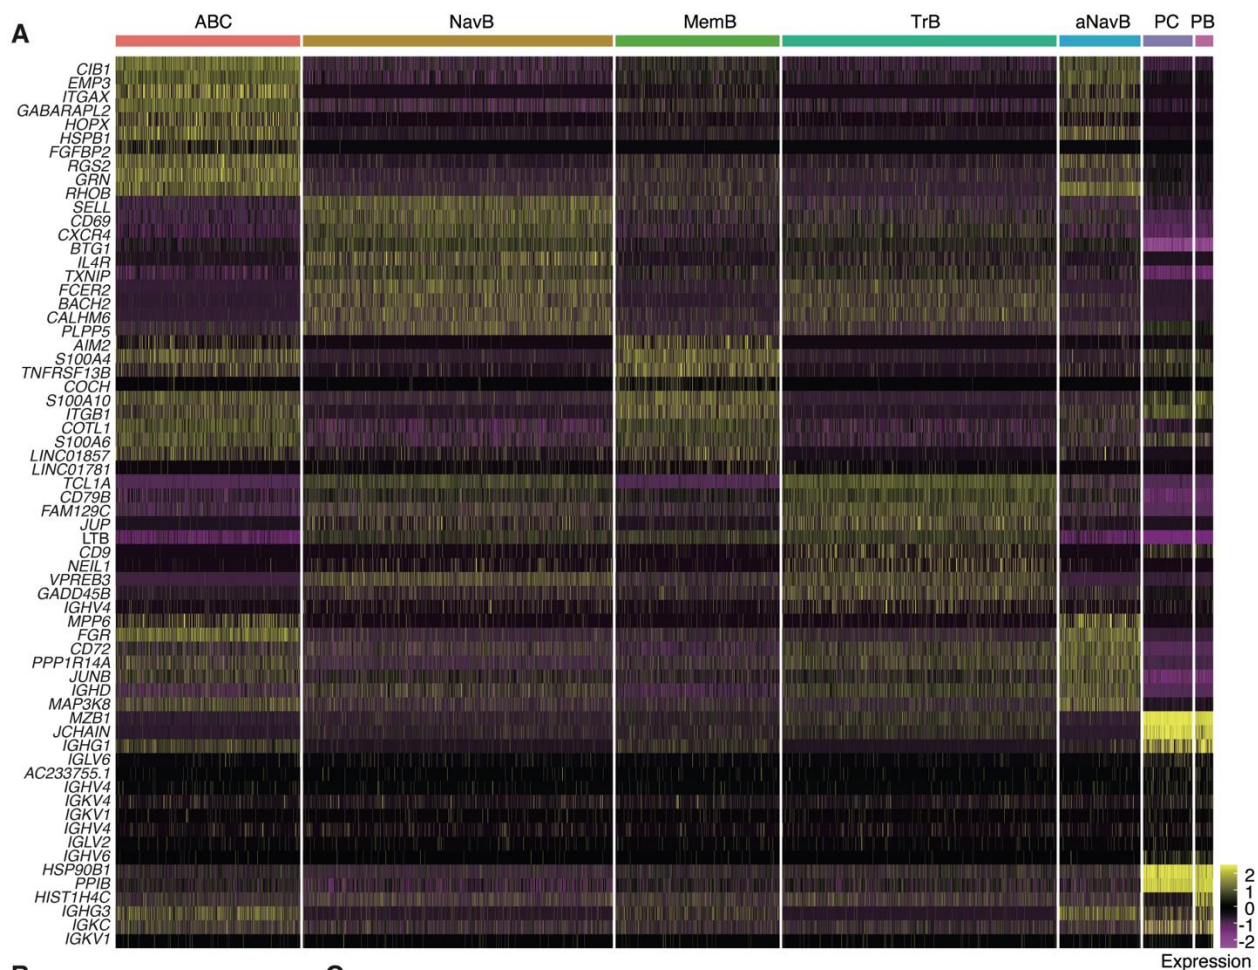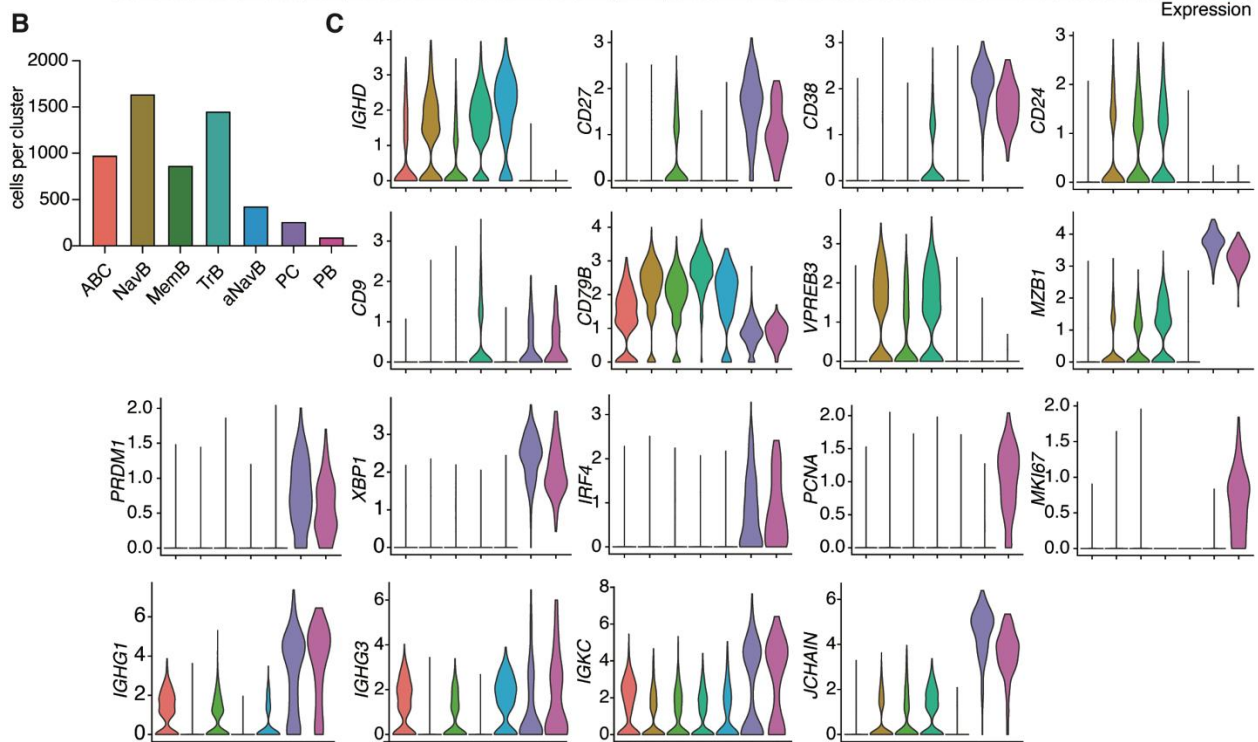

**Fig. S1. B cell landscape from a new-onset SLE patient.** (A) Heat map representing scaled expression values of top 10 genes defining each cluster. (B) Number of cells per cluster. (C) Violin plots of select gene expression (*IGHD*, *CD27*, *CD38*, *CD24*, *CD9*, *CD79B*, *VPREB3*, *MZB1*, *PRDM1*, *XBPI*, *IRF4*, *PCNA*, *MKI67*, *IGHG1*, *IGHG3*, *IGKC*, and *JCHAIN*) in different clusters, with log-normalized expression values labeled.

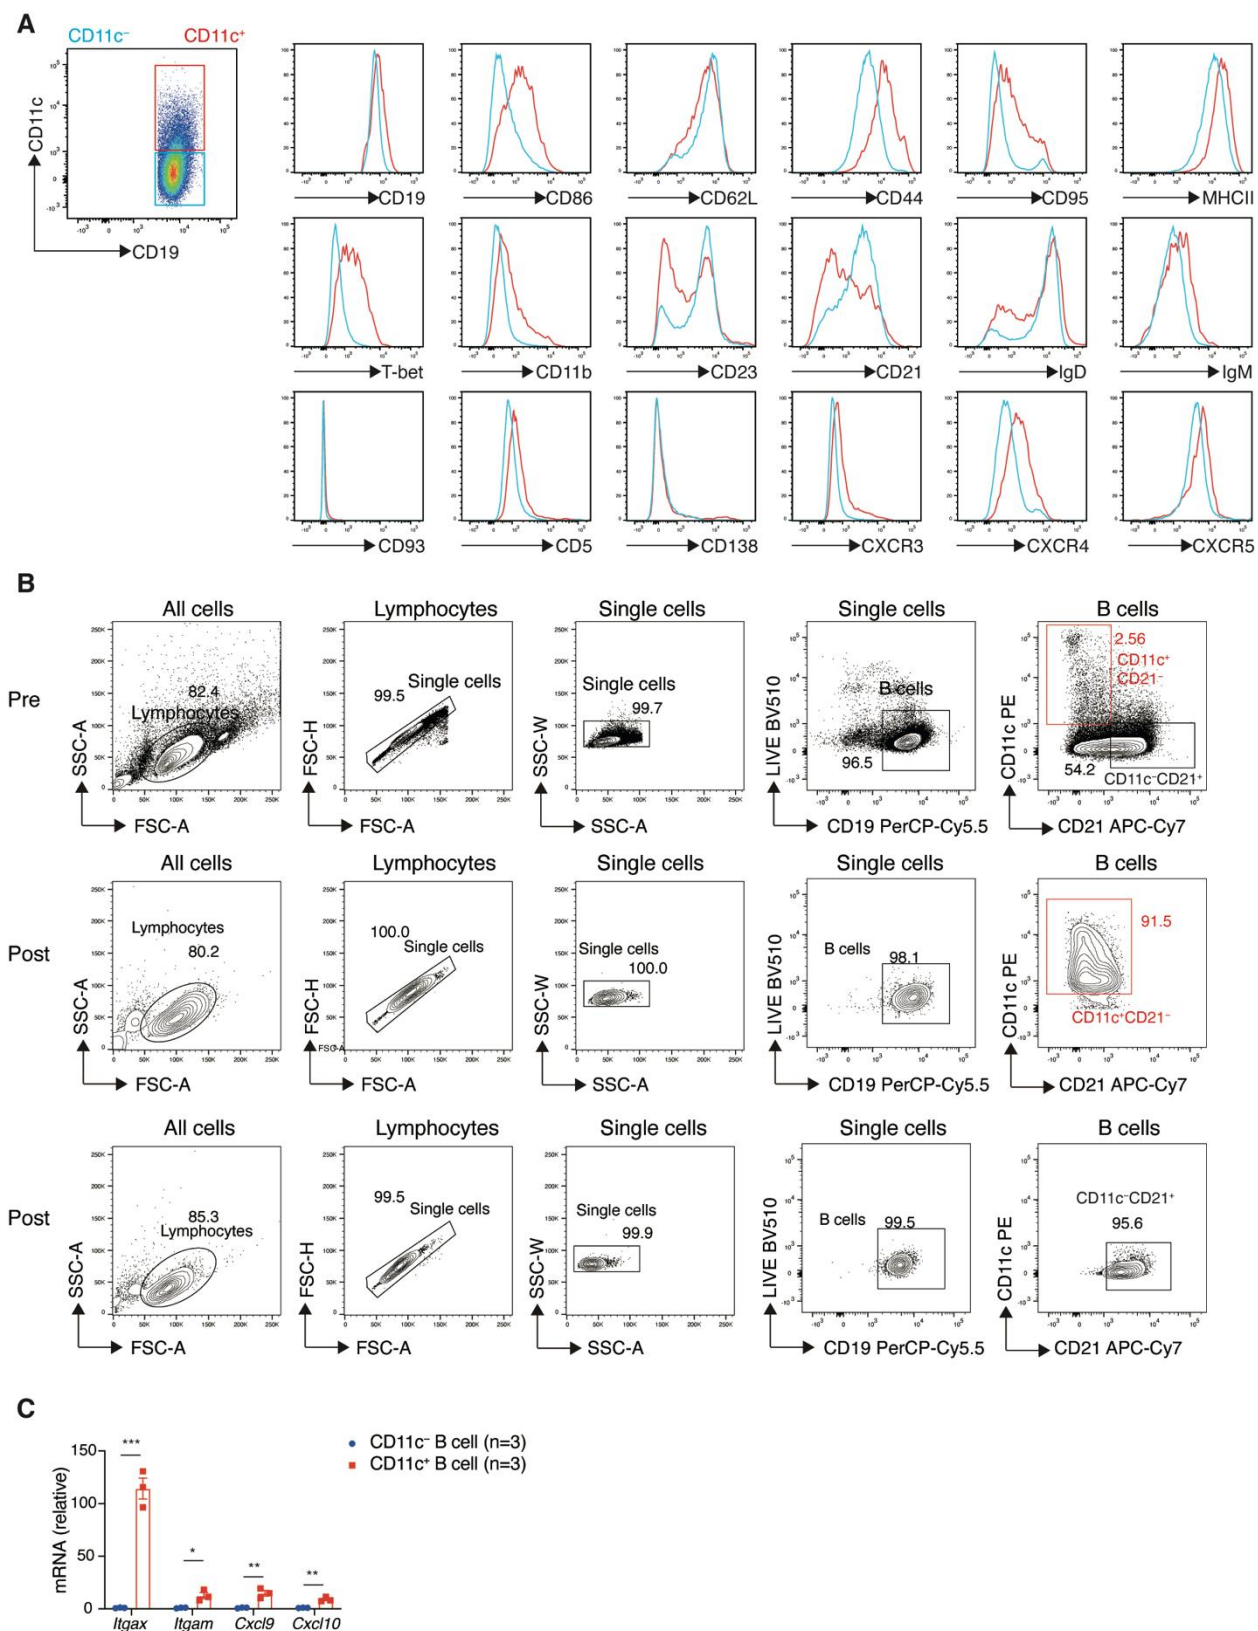

**Fig. S2. Phenotype of ABCs from cGVHD lupus mice.** (A) Flow cytometry detection of characteristic markers of splenic CD11c<sup>-</sup> (blue) or CD11c<sup>+</sup> (red) B cells (n=3) from bm12-induced

lupus mice. **(B)** Pre- and post-sort flow cytometry gating of splenic CD19<sup>+</sup>CD11c<sup>+</sup>CD21<sup>-</sup> and CD19<sup>+</sup>CD11c<sup>-</sup>CD21<sup>+</sup> B cells from mice described in (A). **(C)** Real-time PCR analysis of ABC signature genes (*Itgax*, *Itgam*, *Cxcl9*, and *Cxcl10*) in splenic CD19<sup>+</sup>CD11c<sup>+</sup>CD21<sup>-</sup> and CD19<sup>+</sup>CD11c<sup>-</sup>CD21<sup>+</sup> B cells (n=3) sorted from mice as described in (A). n represents distinct samples (biological repeats). Data are representative of two (A) and three (B and C) independent experiments with three mice per group. Bars indicate mean  $\pm$  SEM values. Statistical significance was analyzed using an unpaired Student's *t* test (C). \**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001, ns, not significant.

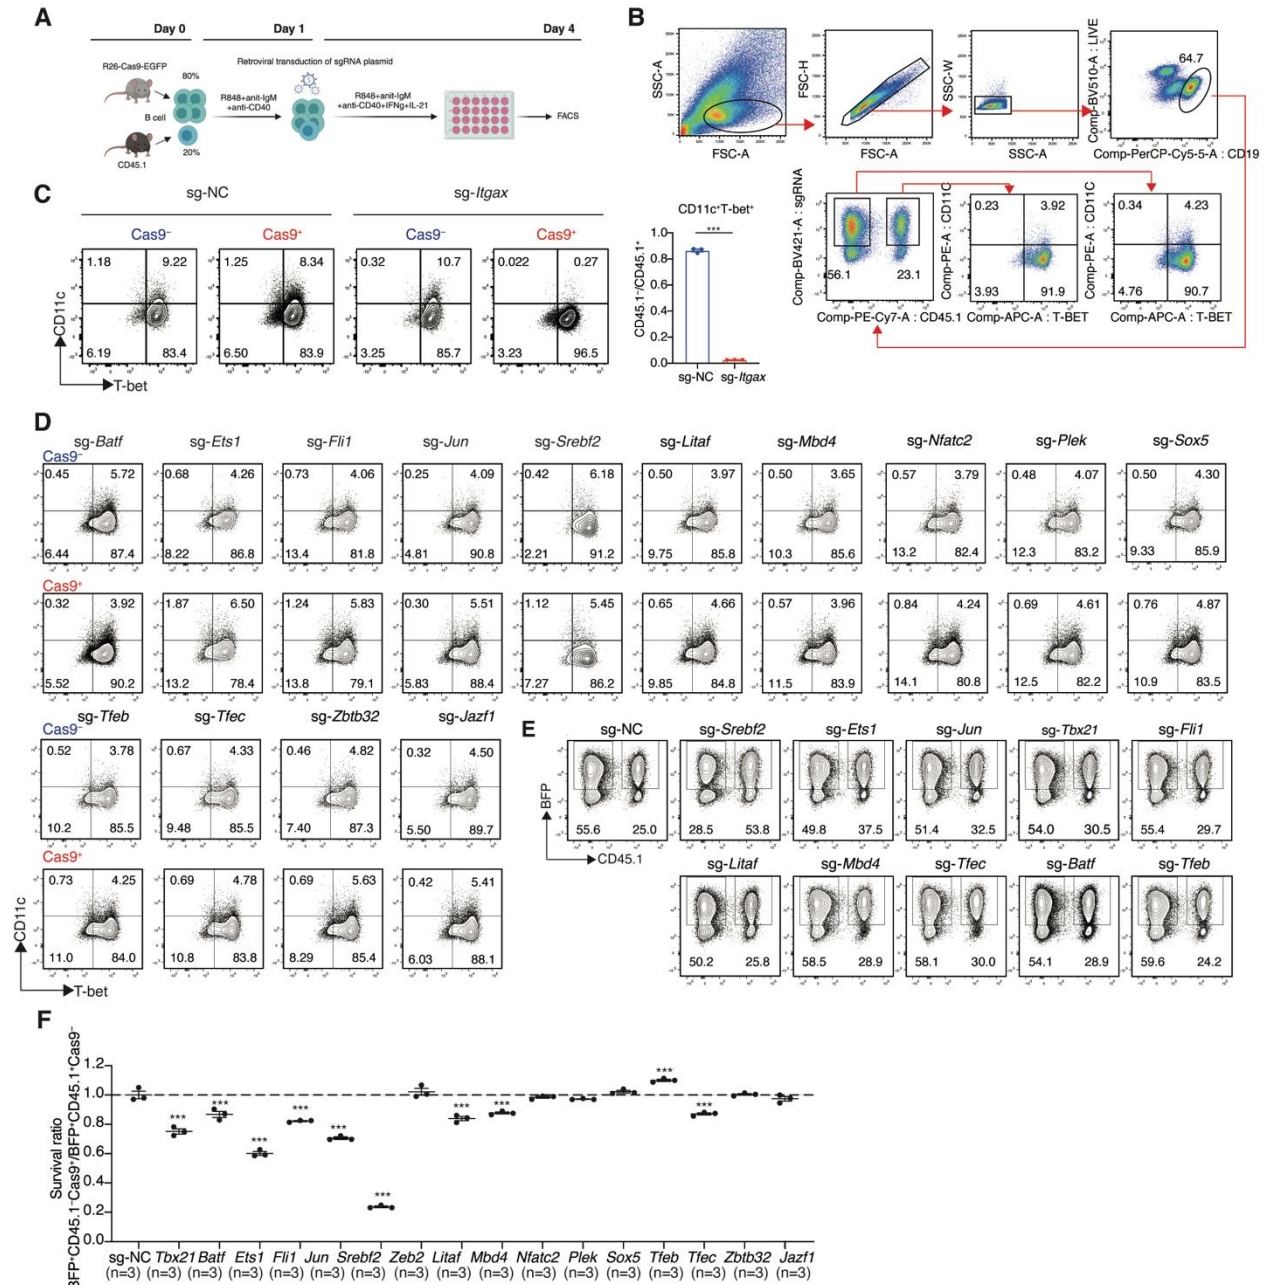

How the deposited data were processed for this re-analysis (not part of the article)

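ATAC-seq libraries were made from CD11c+T-bet+ B cells sorted from bm12-induced mice, from a second population sorted from the same model, and from B-Zeb2KO and control B cells in culture, and ZEB2 binding was profiled by CUT&Tag and CUT&RUN. Of the 13 samples, the 3 libraries of CD11c+T-bet+ B cells were analyzed here, from 1 deposited list of ATAC-seq peaks. The authors aligned the reads to GRCm38 with Bowtie2 2.3.5 at default settings, removed PCR duplicates with Sambamba and called peaks with Genrich at a stated FDR of 0.01. The sample labels also list HOMER 4.11, Picard 2.19.0, deepTools 2.0, MACS2 2.1.2, bedtools, Trimmomatic and Trim Galore for the series as a whole. The replicates were merged into 1 list by a step that the paper's text does not describe, and it does not say whether mitochondrial reads or blacklisted regions were removed.

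The deposited signal of a peak is the area of the caller's pile-up statistic above its threshold, summed over the peak's length, so that it grows with width as well as height. It is not scaled to depth and was used only within this list. The deposited −log10 p and −log10 q are those of the peak summit as the authors' caller gave them. The list holds no counts, no values per replicate and no read depth, so that no error between replicates can be given; intervals on shares are 95% Wilson intervals that cover the counting of peaks or genes alone.

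All computations were made in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Numba 0.67.0, and figures were drawn with Matplotlib 3.10.9. Gene models were those of GENCODE M21 and sequences those of GRCm38.p6, with coordinates counted from 1. Each summit was placed within 1 kb of a TSS, 1 to 3 kb from a TSS, in an exon, in an intron or in intergenic sequence, in that order. A gene had a promoter peak when a peak overlapped the 1 kb on either side of the TSS of any of its transcripts by 1 bp or more, and its promoter signal was that of the strongest such peak. Peaks with a summit over 3 kb from any TSS were called distal and assigned to the nearest protein-coding TSS.

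The 19 gene lists, the 21 sequence motifs, their tests and all alternatives were fixed before the data were examined, and the tests on chromosomes X and Y in the closing section were not. The lists were the transcription factors that the paper names as higher or lower in ABCs, the ABC signature genes of Fig. 4B, genes of follicular, germinal center and plasma cells, pan-B cell genes, JAK–STAT, Toll-like receptor and NF-κB, and B cell receptor and CD40 signaling, phagocytosis, adhesion and migration, cytokines, cytotoxic and NK cells, T cells, myeloid and dendritic cells, erythroid cells, tissues outside the blood and housekeeping genes. All members of each list were found in the annotation, and some genes belong to several lists. Shares with a promoter peak were tested by two-sided Fisher's exact tests, and the median promoter signal and the mean number of distal peaks by two-sided permutation tests with 100000 resamples, the latter within deciles of the distance between neighboring TSSs. Motifs were searched on both strands within 100 bp on each side of the summits of distal peaks and compared with flanks 1000 bp upstream and downstream by exact McNemar tests, keeping the larger p of the flanks; 3 of the 21 sequences were reversed controls. Their share was also compared between 5 bins of distal peaks of equal size, by signal. P-values were adjusted by the Benjamini-Hochberg method within each family, with a threshold of 0.05. Genes and peaks are not independent replicates, and every p describes this peak list.

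Genes were named by a fixed rule: the genes of the paper's sentence at a claim; per list, the members with the strongest promoter peaks and the first members without one; the 10 protein-coding genes with the most distal peaks and the 10 with the strongest; and Itgax, Mef2b, Zeb2, Tbx21 and S1pr2. Genes of chromosomes X and Y named in the closing section fall outside it and were chosen after the peaks on these chromosomes had been seen.

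Alternatives were the 30001 peaks with the highest −log10 p, a promoter window of 3 kb, the summit in the window, the 5'-most TSS, matching on deciles of promoter GC content, −log10 p in place of signal, distal peaks over 10 kb from any TSS, the nearest TSS of any biotype, peak midpoints, 50 bp on each side of the summit, flanks 2000 bp away, all peaks in place of distal peaks, bins by −log10 p, and narrower windows at Itgax and Mef2b. The tests were first run on simulated data. Of lists with a promoter peak at 98% of genes against 60%, 50 of 50 were called higher, as was 1 of 50 unchanged lists. Calls of a lower share were not counted in this check. Lists with a GC bias alone were called in 42 of 50 cases without and 0 of 50 with matching on GC content. Lists with a 3-fold higher promoter signal were called in 43 of 50 cases and lists with 4-fold more distal peaks in 38 of 50, each against 1 of 50 unchanged lists. The simulated lists were all of the same size, while the real ones hold 3 to 31 genes. These rates therefore need not hold for the shorter lists. Of planted motifs 3 of 3 were called, and of motifs not planted 0 of 16. The simulated summits and flanks were random bases of equal composition. This check therefore cannot show how often a difference in base composition gives a call. In the real peaks the reversed AP-1 control was called. No comparison between conditions or replicates was made, since the list holds 1 set of merged values.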

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

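The patterns on chromosomes Y and X were noticed in the peak list and then tested on the same list, and the Y genes were listed after the peaks on Y had been seen; no test was chosen after its own result had been seen, and the motif tests were planned.

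Promoters of Y-linked genes were open, a signal on a chromosome that the paper does not discuss, while the methods name female mice for the bm12 model and mice of both sexes for the experiments in general: 4 of 8 Y genes looked up had a promoter peak, Uty (signal 6667), Ddx3y (4662), Eif2s3y (3799) and Kdm5d (1341), and Usp9y, Zfy1, Zfy2 and Sry had none. Misaligned reads of their X homologs are argued against, since only 0.479% of the 31-base words in these peaks occur elsewhere in the genome. T cells carried over from the bm12 transfer are argued against too, since only 11.1% of the T cell markers (Cd3d and Gata3, 2 of 18, both through an internal TSS) had a promoter peak at or above the median of the Y gene peaks of 4231. Cd3e and Cd3g had none. Xist, the RNA that silences the inactive X in female cells, had 0 peaks within 1 kb of its TSS and 1 peak within the gene, and a list of called peaks cannot exclude a weak one. A candidate explanation is that some of the sorted B cells came from male mice, which stays open, as do other male cells in the sort, since the labels give no sex for these libraries and the merged list does not show how many of the 3 replicates carry the Y signal.

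Chromosome X had fewer peaks per Mb than any autosome, 6.53 against 17.6 to 35.9, and 373 of its 948 protein-coding genes had a promoter peak (39.3%, against 12783 of 20807 or 61.4% on the autosomes, Fisher's exact test, p = 5.29e-41). A smaller number of genes on X is argued against as the whole cause, since X also had fewer peaks per protein-coding gene, 1.13 against 1.82 to 3.92. The median signal of promoter peaks on X was 0.614 of that on the autosomes (95% bootstrap interval 0.541 to 0.659), as a single open copy of X could give by bringing its peaks closer to the caller's threshold. Over all peaks, however, the median signal on X was 1290, within the range of the autosomes, from 1238 on chromosome 3 to 1466 on chromosome 11. That median covers called peaks alone and mixes promoter peaks with weaker kinds of peak. It therefore cannot show whether X peaks were closer to the threshold, and this explanation stays open. A single open copy would hold for the X of male cells and for female cells with an inactive X alike, so it does not tell the sex. Genes of X that B cells use less could also lower the number, and this was not tested.

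Several sequence motifs were more frequent at the summits of distal peaks than in their flanks, by more than the 1.24 of the highest reversed control sequence; the paper reports motifs for ZEB2 CUT&Tag peaks and not for this peak list. The ratio of the share at summits to that in flanks was 38.5 for CTCF, which holds the ends of chromatin loops (23.4 to 75.5 under the alternatives), 6.34 for PU.1 (5.17 to 9.48) and 5.12 for the composite AP-1 and IRF site (4.51 to 6.21). It was 3.36 for the octamer, 3.05 for NF-κB, 2.76 for the composite ETS and IRF site, 2.56 for AP-1 and 2.96 for GTGAGTCA, the sequence drawn at Itgax in Fig. 4F. Every match of GTGAGTCA or of the composite AP-1 and IRF site is also a match of AP-1, so these ratios are not separate from that of AP-1. The ratio was 2.40 for RUNX, 2.23 for EBF, 2.20 for IRF proteins, 1.87 for MEF2, 1.63 for E2A and 1.42 for T-box proteins such as T-bet. The last lies below the 1.47 that the reversed AP-1 control reached within 50 bp of the summit, where the T-box motif had 1.63.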

How the results depend on the processing

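All alternatives here were planned. No paired analysis was possible because the 3 replicates were merged into 1 list and no other condition was analyzed, and for the same reason no replicate could be left out and no other split of the samples could be tested. The peak near +20 kb of Mef2b was found under both of its alternatives. Over the 5 tested families, 373 values for single lists and motifs were recomputed, of which 292 kept their direction and their side of the threshold (or, for trends, lay within the interval), 32 lost a call, 10 gained one, 24 turned and 15 moved beyond their interval. A value that turned was counted only as turned, even where it also lost a call. The pan-B and plasma cell promoter signals with −log10 p were such cases. The number of peaks limits the shares, and the unknown read depth limits every statement on closed sites: a gene without a peak was not detectably open. Apart from the smaller number of peaks in the stricter set, the causes were not tested.

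With the 30001 peaks of highest −log10 p in place of 60002, 42.0% of summits lay within 1 kb of a TSS and 3 of 6 Itgax peaks were left; the calls for an open promoter were lost for the ABC transcription factors (84.6%), ABC signature (80.0%) and follicular genes (83.3%), 2 lists in place of 1 were called lower, cytotoxic genes among them (10.0%), and the myeloid share turned to 33.3%. The promoter signal was called lower for 3 lists in place of 5; follicular (14255) and erythroid genes (2575) gained a call, and plasma cell (12434), cytokine (4774), cytotoxic (2129) and myeloid genes (5542) lost theirs. The mean of distal peaks lost its call for outside tissues (0.160) and housekeeping genes (0.90), leaving 0 lists lower. The motif ratio turned for STAT (0.952) and for the reversed ZEB (0.999) and T-box controls (0.908), none of them a call, and the trend of the IRF motif with peak strength turned to -0.889 percentage points.

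With a promoter window of 3 kb, 43.1% of summits lay at promoters; the ABC transcription factors (92.3%) and the outside tissues (44.0%) lost their calls, leaving 0 lists lower, and phagocytosis genes gained one (87.5%). The signal was called higher for 7 lists in place of 4, with follicular (12719), adhesion (10972) and housekeeping genes (10926) added, and the phagocytosis median turned (7150). Within 3 kb of its TSS Itgax had 3 peaks. With the summit in the window, 6 lists in place of 10 were called more open; the ABC transcription factors (84.6%), ABC signature (80.0%), germinal center (78.6%) and pan-B genes (76.5%) lost their calls, the shares of cytokines (50.0%) and myeloid genes (52.4%) turned, and the pan-B signal (8680) lost its call. With the 5'-most TSS, the ABC transcription factors (84.6%) and germinal center genes (85.7%) lost the call for an open promoter and T cell markers were called lower (22.2%), making 2 lists lower; the signal of plasma cell (12751) and T cell genes (2540) lost its call and that of the ABC transcription factors turned (6073). Matched on promoter GC content, the ABC transcription factors (92.3%) lost their call, cytokines gained one (83.3%) and the cytotoxic share (50.0%) turned against its matched genes.

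With −log10 p in place of signal, 0 lists in place of 4 were called higher and 3 in place of 5 lower. The call was lost for Toll-like receptor (19.1) and B cell receptor genes (18.5), cytokines (11.6) and T cell genes (11.2), and the direction turned for plasma cell (16.9), pan-B (16.8), germinal center (17.0), phagocytosis (15.8) and adhesion genes (16.3) and the transcription factors lower in ABCs (17.0). Beyond 10 kb from any TSS, the distal peaks of outside tissues (0.200) and housekeeping genes (1.10) lost their calls, leaving 0 lists lower. With the nearest TSS of any biotype, 9 lists in place of 14 were called higher: the transcription factors higher (3.23) and lower (6.00) in ABCs, germinal center genes (3.00), cytokines (1.50) and housekeeping genes (1.55) lost their calls, and cytotoxic (0.800) and erythroid genes (0.60) turned without one. Within 50 bp of the summit, 2 motifs in place of 1 were called less frequent, STAT (0.844) being added; the Fig. 4E motif (1.08) and the reversed T-box control (0.963) turned and the reversed ZEB control gained a call (1.11). The T-box control also turned with flanks 2000 bp away (0.886) and with all peaks (0.884), as STAT did with all peaks (0.935).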

Other observations

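The gene lists and motifs below were tested as planned. Among genes with a promoter peak, pan-B cell genes had a median signal of 13784, B cell receptor and CD40 genes 12743, Toll-like receptor and NF-κB genes 12529 and plasma cell genes 12434, against 7675 for all such genes (permutation tests, adjusted p = 0.00215 for the first 3 lists and 0.0451 for plasma cell genes). With the −log10 p of the summit, which does not add up over a peak's width, in place of the signal, none of the 4 lists was called, at medians of 16.8, 18.5, 19.1 and 16.9 against 17.2 for all such genes, so that the direction turned for pan-B cell and plasma cell genes. Cytokine genes were lower, at a median of 2251 (permutation test, adjusted p = 0.0111), as were genes of tissues outside the blood, at 773 (adjusted p = 0.00342). The medians of the ABC transcription factors (10382), ABC signature genes (5060), follicular genes (11753), germinal center genes (8814), JAK–STAT genes (9367), phagocytosis genes (7873), adhesion genes (10395), housekeeping genes (10234) and the transcription factors lower in ABCs (14304) did not pass the permutation test (adjusted p from 0.0576 to 0.889).

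Zeb2 (chromosome 2, 44983632 to 45117395) had 12 peaks within the gene and 1 over its 5'-most TSS. The strongest, from 45108369 to 45111425, had a signal of 8791 and covered an internal TSS, 7.29 kb downstream of the 5'-most TSS, whose own peak had 2631. The strongest peak also reached the promoter windows of Zeb2os and Gm27761. At Tbx21, which encodes T-bet, 8 peaks lay in the gene and the 10 kb upstream, the strongest over the TSS with a signal of 3429. S1pr2, the sphingosine receptor that the paper places downstream of MEF2B, had a promoter peak of 6756 and another peak upstream of 717.

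The paper reports motifs of GATA3, FOSL2 and ZEB2 in ZEB2 CUT&Tag peaks; the distal ATAC-seq peaks of CD11c+T-bet+ B cells give values for related sequences in another assay. AP-1, the motif of FOS and JUN proteins, was present at 9.21% of 34121 distal summits and in 3.59% of flanks (exact McNemar test, adjusted p = 3.48e-195), PU.1 at 7.78% and in 1.23% (adjusted p = 5.1e-389) and CTCF at 6.32% and in 0.164% (adjusted p = 4.3e-558). The E-box CAGGTG was present at 17.4% and in 14.6% (exact McNemar test, adjusted p = 4.3e-23), a ratio of 1.19 (1.12 to 1.33 under the alternatives) that is above that of its own reversed control (1.05, adjusted p = 0.626) and below that of the reversed AP-1 control (1.24, adjusted p = 1.16e-07). The longer motif of Fig. 4E occurred at 32 summits, 0.0938%, and in 0.0967% of flanks (exact McNemar test, adjusted p = 0.882), and STAT at 2.83% and in 2.78% (adjusted p = 0.982). The GATA sequence was less frequent at summits than in flanks, 15.1% against 19.4% (exact McNemar test, ratio 0.780, adjusted p = 1.7e-48). None of the 3 controls is as rich in A and T as this sequence, and the base composition of summits and flanks was not compared. In all, 15 of 18 motifs were more frequent at summits and 1 was less frequent, and of 3 controls 1 was more frequent, so that ratios near that control's cannot be read as binding. Among the more frequent motifs, AP-1, GTGAGTCA and the composite AP-1 and IRF site share the AP-1 sequence.

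Motif shares also changed with peak strength. From the weakest to the strongest 20% of distal peaks by signal, the share with a CTCF motif differed by -5.49 percentage points (95% interval -6.19 to -4.80), with 7.28, 9.54, 8.32, 4.66 and 1.79% in the 5 bins from weak to strong, so that it was highest in the second bin. For GATA the difference was -3.31 points (-4.52 to -2.09), and in the flanks of the same peaks it was -0.825 points. The share at summits was higher in the strongest 20% for E2A (4.50 points, 3.3 to 5.7), the composite ETS and IRF site (4.31, 3.51 to 5.11), PU.1 (4.09, 3.19 to 4.99), RUNX (3.9, 3.11 to 4.69), the octamer (2.99, 2.31 to 3.67), AP-1 (2.64, 1.65 to 3.63) and IRF (2.52, 1.70 to 3.34), among others. For CAGGTG the interval included 0 (-0.31 points, -1.58 to 0.97), although among the 30001 peaks with the highest −log10 p the difference was 1.64 points. The sizes depend on the peaks and bins used: of 42 recomputed trends, 15 moved beyond their interval and 1, that of the IRF motif, turned to -0.889 points among the 30001 peaks, while it was 2.65 with bins of −log10 p. For the other motifs named, the difference among the 30001 peaks was -9.53 points for CTCF, -0.925 for GATA, 2.35 for E2A, 3.56 for the ETS and IRF site, 1.99 for PU.1, 2.67 for RUNX, 2.03 for the octamer and 3.66 for AP-1. With bins of −log10 p it was -2.90, -3.12, 3.20, 4.35, 4.54, 3.36, 3.25 and 1.83 in the same order. These are descriptions of 1 list, with peaks and not mice as the units.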
